# Dynamic Changes in Genome-Wide Histone3 Lysine27 Trimethylation and Gene Expression of Soybean Roots in Response to Salt Stress

**DOI:** 10.3389/fpls.2019.01031

**Published:** 2019-09-10

**Authors:** Lei Sun, Guangshu Song, Weijun Guo, Weixuan Wang, Hongkun Zhao, Tingting Gao, Qingxue Lv, Xue Yang, Fan Xu, Yingshan Dong, Li Pu

**Keywords:** salt stress, RNA-seq, ChIP-seq, histone methylation, histone modifiers, soybean

## Abstract

Soybean is an important economic crop for human diet, animal feeds and biodiesel due to high protein and oil content. Its productivity is significantly hampered by salt stress, which impairs plant growth and development by affecting gene expression, in part, through epigenetic modification of chromatin status. However, little is known about epigenetic regulation of stress response in soybean roots. Here, we used RNA-seq and ChIP-seq technologies to study the dynamics of genome-wide transcription and histone methylation patterns in soybean roots under salt stress. Eight thousand seven hundred ninety eight soybean genes changed their expression under salt stress treatment. Whole-genome ChIP-seq study of an epigenetic repressive mark, histone H3 lysine 27 trimethylation (H3K27me3), revealed the changes in H3K27me3 deposition during the response to salt stress. Unexpectedly, we found that most of the inactivation of genes under salt stress is strongly correlated with the *de novo* establishment of H3K27me3 in various parts of the promoter or coding regions where there is no H3K27me3 in control plants. In addition, the soybean histone modifiers were identified which may contribute to *de novo* histone methylation and gene silencing under salt stress. Thus, dynamic chromatin regulation, switch between active and inactive modes, occur at target loci in order to respond to salt stress in soybean. Our analysis demonstrates histone methylation modifications are correlated with the activation or inactivation of salt-inducible genes in soybean roots.

## Introduction

Environmental changes affect the organisms in a wide range of situations (Lopez-Maury et al., 2008). Among the abiotic stress factors, salt stress is a well-known factor restricting germination and growth, seriously threatens the productivity of crops. Soybean, *Glycine max*, is one of the most important crops with source of protein and oil in the human and animal diet, however its productivity is significantly affected by field condition such as soil salinity (Phang et al., 2008). In the northeast China, soybean used to be a major crop, and breeding soybean for tolerance to high sodic conditions is important in some regions of China and the world. Therefore, understanding the molecular mechanism of the soybean tolerance to salt stress has been a major topic for crop scientists (Zhang et al., 2013).

Plants respond to abiotic stress by activation or inactivation of specific sets of genes to induce certain molecular signaling pathways which rapidly alter physiological reactions and expression initiation of responsive genes. Gene expression is directly influenced through chromatin states, which is closely associated with epigenetic regulation including histone variants, histone post-translational modifications, and DNA methylation (Schwartz et al., 2010; Henikoff and Shilatifard, 2011; Lauria and Rossi, 2011). The modifications of the histone amino-terminal tails are involved in assisting nucleosome remodeling as well as recruitment of specific transcription factors. Specific amino acids within the N-terminal regions of histones are targets for a number of covalent modifications, including methylation, phosphorylation, ubiquitination and acetylation. Some of these marks, for example, acetylation of lysine 14 of histone H3 (H3K14ac) or trimethylation of lysine 4 of Histone3 (H3K4me3), are generally associated with open, actively transcribed genomic regions, whereas others, such as H3K9me3 or H3K27me3, are indicative of a repressed chromatin state (Zhang et al., 2007; Li et al., 2008; Charron et al., 2009; Zhang et al., 2009; He et al., 2011).

The epigenetic changes including DNA methylation and/or histone modifications are associated with altered gene expression for defense responses under abiotic (e.g., salt) stress (Alexandre et al., 2009; Chinnusamy and Zhu, 2009; Ding et al., 2009; Zong et al., 2013; Chen et al., 2014). In plants, there are increasing studies of regulating gene expression by histone modification under various stresses (Chinnusamy and Zhu, 2009; Kumar and Wigge, 2010; Luo et al., 2012a; Feng et al., 2016; Deng et al., 2017). In crop breeding, it is hard to keep balance of disease resistance and yield. Recent studies showed that the rice *Pigm* locus contains a subset of genes encoding nucleotide-binding leucine-rich repeat (NLR) receptors. These receptors can lead to durable resistance to the fungus without productivity penalty through DNA methylation regulation (Deng et al., 2017). To cope with environmental stresses, plants often adopt a memory response when facing primary stress for a quicker and stronger reaction to recurring stresses. Feng et al. found that salt stress-induced proline accumulation is memorable. HY5- dependent light signaling through H3K4me3 modification on a Δ1-pyrroline-*5-carboxylate synthetase 1* (*P5CS1*) is required for such a memory response (Feng et al., 2016).

The covalent modifications were deposited or erased from target loci by the histone modifiers including histone methyltransferase (HMTs) and histone demethylases (HDMs). All the known HMTs in plants have a highly conserved domain, SET (Su(var)3-9, Enhancer-of-zeste, Trithorax) which was also named as SDG (SET domain groups) proteins (Ng et al., 2007; Thorstensen et al., 2011). Many epigenetic modifiers’ function has been well characterized. It has been reported that some modifiers have been shown to be integrated in abiotic stress signaling pathways (Schubert et al., 2006; Grini et al., 2009; Jeong et al., 2009; Guo et al., 2010; Ding et al., 2011; Lu et al., 2011; He et al., 2012; Yao et al., 2013; Gu et al., 2014; Cui et al., 2016). A plant trxG factor, *Arabidopsis* homolog of trithorax1 (ATX1) with H3K4me3 methyltransferase activity can promote transcription initiation by recruiting RNA Polymerase II (Alvarez-Venegas and Avramova, 2005; Saleh et al., 2008). ATX1 was found to be involved in drought stress signaling in both ABA dependent and ABA-independent pathways, and an *atx1* mutant was shown to be hyposensitive to drought stress (Ding et al., 2009; Ding et al., 2011). Therefore, chromatin modifications and epigenetics are directly linked to plants’ responses to environmental cues.

It is important to note, however, that most of the current studies focus on epigenetic modifications at individual stress genes in plants. Second, there are more and more studies on *Arabidopsis*, rice, and maize, but limited knowledge of regulation of salt stress response through chromatin modifications in soybean plants. Moreover, there are no data on genome-wide modification patterns in regard to response to stress in soybean plants. In this study, we provide a global view of H3K27me3 patterns in chromatin isolated from soybean roots with or without salt stress treatment. Genome-wide expression patterns in control and salt stressed soybean were compared with changes in the H3K27me3 levels of nucleosomes on stress-induced differentially expressed genes. Using chromatin immunoprecipitation (ChIP) of H3K27methylation antibodies combined with genome-wide sequencing (ChIP-seq), we revealed different dynamic changes in H3K27me3 profiles taking place upon salt stress. The specific patterns of the H3K27me3 distributions including *de novo* methylation at up-regulated and down-regulated genes were identified during the stress treatment. Moreover, we provide a comprehensive overview of the histone modifiers which may work together to regulate differential H3K27me3 modification leading to activation or inactivation of gene expression during salt stress in soybean.

## Materials and Methods

### Plant Materials and Growth Condition

The *Glycine* line, *Glycine max* Williams 82, was used in this study. Seeds were sterilized with 75% ethanol and then germinated in pots filled with coconut fiber. Soybean seedlings were grown in soil in an incubator with 25/20°C (light/dark) and 16/8h (light/dark) cycles until the second trifoliate leaves started expand. For the salt stress treatment, the uniformly growing plants were kept in 0, 50, 75, 100, 150, and 200 mM/L of NaCl solutions for 30 h. After the treatment, the root tissues were harvested and frozen in liquid nitrogen. As a control, the untreated seedlings (0 mM/L) were planted and harvested at the same time with the stress-treated plants. The 100 mM/L salt treated seedlings were used for RNA-seq and ChIP-seq analysis since the phenotypic differences were clear at this concentration which is also commonly used for salinity test on soybean (Belamkar et al., 2014; Zeng et al., 2019). Three replicates of the root samples both from control and 100 mM/L salt treatment were prepared for consistency of the analysis.

### RNA-seq Library Construction and Analysis

Total RNA was extracted from the root of soybeans with TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Library making, RNA-seq and data analysis were performed as described previously (Xu et al., 2018). PolyA^+^ libraries were constructed using Illumina’s TruSeq Stranded mRNA Library Prep Kit. The size and quality of the resulting libraries were examined using a Bioanalyzer 2100 and cDNA libraries from the RNA samples were prepared for high throughput Illumina sequencing. Paired-end reads were generated with the Illumina HiSeq 2500 system. Three independent biological sample replicates were employed. The RNA sequencing reads were aligned to the *Glycine max* reference genome (*Glycine* max Wm82.a2.v1) using TopHat2 (Kim et al., 2013). Genes that met the criterion of a detectable expression signal in control or salt plants were further analyzed. The fold change (FC) was calculated by comparing the expression level of the salt samples to control (salt/control). Briefly, the “|Log2FC| > 1 and p-adj < 0.05” was used as the threshold to judge the significance of gene expression difference. Genes that display a greater than 2-FC in the salt-treated were designated as up- or down-regulated if the salt RNA level was higher or lower than that of control plants, respectively.

### Real-Time Quantitative RT-PCR (qPCR)

RT-qPCR was performed as described previously with minor modifications (Xu et al., 2018). cDNAs were reverse transcribed with oligo (dT) from the total RNAs. RT-qPCR reaction was carried out in a QuantStudio 6 Real-Time PCR system (Applied Biosystems). At least three independent experiments employing biological replicates were performed and three technical replicates were done for each sample. Amplification of *Tubulin* (*Tub*) was used as an internal control to normalize all data. Quantification was determined by applying the 2^−ΔCt^ formula (Pu et al., 2008). All gene-specific primers are listed in **Supplementary Table 1**.

### Chromatin Immunoprecipitation (Chip) Assays and ChIP-seq Analysis

ChIP assay was performed from approximately 2 g of soybean roots as previously described (Kim et al., 2012b; Xu et al., 2018). Briefly, fresh tissues of whole seedlings were infiltrated in 1% formaldehyde solution under a vacuum for 20 min to cross-link the chromatin. The reaction was stopped by adding 0.1 M glycine. Formaldehyde fixed tissues were ground in liquid nitrogen, nuclei isolated, chromatin extracted and sheared by sonication (Diagenode, Bioruptor Plus; 1 min on and 30 s off for 15 min) to generate 0.5 to 2 kb DNA fragments. The aliquot of 1–2 μl of mix DNA samples and electrophoretic was used to determine the sonication efficiency and average size of DNA fragments. A smear from 200–2,000 bp, but concentrated 500 bp was observed in the sonicated samples and for further analysis. Anti-H3K27me3 (Millipore, #07-449) antibody was used to immunoprecipitate the fragmented chromatin (IP, 200 μl of IP solution plus 1μl of antibody as 200 times dilution). Cross-linking of IP was reversed with 5 M NaCl, and DNA was precipitated with 100% EtOH. For the Input control (Input), 5M NaCl was added to 0.5% of total chromatin before immunoprecipitation to reverse the cross-linking and DNA was precipitated with 100% EtOH. The relative amount of DNA was determined using a spectrophotometer (NanoDrop, ND1000). ChIP purified DNA was amplified for 14 cycles using the Sigma Genomeplex Whole Genome Amplification (WGA2) kit following the manufacturer’s protocol (Sigma-Aldrich Co, Catalog Number WGA2). More than 20 ng of IP DNA from each sample was used for library generation following the manufacturer’s instructions. Three independent biological sample replicates were employed.

Library construction and deep sequencing were performed as described previously (Wang et al., 2016; Xu et al., 2018). ChIP DNA samples described above were prepared for high throughput Illumina sequencing (one hundred and fifty pair-end read sequencing). The ChIP-seq data was analyzed as described previously (Wang et al., 2016; Xu et al., 2018). The first 30 base pairs from the 5’ end containing primer or adapter sequences were trimmed. The 3’ end of the sequencing reads were trimmed based on base-call quality using the BWA quality trim algorithm (Li and Durbin, 2009). The sequencing reads were aligned Glycine max reference genome (Glycine max Wm82.a2.v1). Only uniquely mapped reads that mapped to one location of the genome only (as opposed to those that mapped to multiple reads) were retained for peak calling. Three biological replicates were performed for each sample. Each input was used as a control for peak calling for each sample using MACS 1.4 (Zhang et al., 2008). The statistical identification of peaks was performed for each sample using MACS with the default 10^−5^ *p*-value cutoff. The three replicates results were overlapped using BedTools (Quinlan and Hall, 2010). The resulting BED format files that contain the peak location were visualized with the Integrated Genome Viewer (Robinson et al., 2011; Thorvaldsdottir et al., 2013).

ChIP-seq results were verified by ChIP-qPCR for selected genes as previously described (Xu et al., 2018). The relative amounts of Input and IP DNA of all samples were determined using a spectrophotometer (NanoDrop, ONE C). The diluted ChIP DNA was analyzed by qPCR according to the procedure described above for RT-qPCR. Three replicates were done for each sample. Quantification was determined by applying the 2^−Ct^ formula (SuperArray ChIP-qPCR user manual; Bioscience Corporation). Average immunoprecipitates from chromatin isolated independently are expressed on graphs as percentage of corresponding input DNA, with error bars representing the standard deviations. All gene-specific primers are listed in **Supplementary Table 1**.

The *p*-value for the gene expression changes of methylated or *de novo* H3K27me3 genes in salt-treated soybean was calculated by using hypergeometric statistical test as described previously (Xu et al., 2018).

### Plasmid Constructions and *Arabidopsis* Transformation

The full length coding sequence of the *Glyma.17G022500* gene was amplified, and inserted into p*CAMBIA1301*, a binary vector, under control of the 35S promoter. The resulting vector was mobilized into *Agrobacterium tumefaciens* strain GV3101. Transformation of *Arabidopsis* wild-type Columbia plants was carried out by the floral dip method as described previously (Sanchez et al., 2009). Transgenic plants were first screened on MURASHIGE and SKOOG (MS) medium supplemented with 50 mg/L hygromycin. Seeds from each T1 plant were individually collected. Selected T2 plants were propagated, and homozygous overexpression lines were confirmed by genotyping analysis. T3 progeny homozygotes were obtained for further analysis.

## Results

### Gene Expression Change in Soybean in Response to Salt Treatment

Salt stress is a major abiotic stress that limits the yield of many crop species. In many plants, roots are the primary site of salinity perception. To better understand the mechanisms active in the response of roots to salt stress, we studied salt response in soybean with different concentrations of salt treatment (see Materials and methods section). We first evaluated the salt concentration that stressed soybean growth. Three biological replicates were subjected observed the phenotypes of salt-treated plants and found as the concentration of salt stress increased, root growth was increasingly retarded. As a result, we selected to grow roots in 100 mM salt to study the impact of salt stress on gene expression in soybean (**Figure 1A**). We employed RNA-seq technology to analyze genome-wide mRNA transcript levels in soybean roots under 0 mM (control) and 100 mM of salt treatment (salt). 

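Roots of the soybean line Williams 82 were harvested after 30 h at 0 mM NaCl (control, 3 replicates) or 100 mM NaCl (salt, 3 replicates). PolyA+ RNA was sequenced as stranded, paired-end reads, which the authors aligned to the Wm82.a2.v1 genome with TopHat2. They deposited 1 table, which gives for each of 44346 genes a value in each of the 6 libraries, a mean, a Log2FC (salt over control), a p-value and an adjusted p-value. In every library 100% of the values were whole multiples of a single step, as read counts divided by 1 size factor per library would be, and they are called normalized counts here. Multiplying by the factor gave whole numbers, taken as reads. The authors' mean equalled the mean of control replicates 1 and 2 and salt replicates 1 and 3 for all 44346 genes, with a largest difference of 0.00479. Control replicate 3 and salt replicate 2 do not enter it, and the paper's text gives no reason for this. Values are therefore reported first over the 4 libraries that the authors' mean uses and then over all 6. The comparison of all 6 libraries, its test, its thresholds and most of the alternatives were chosen before the data were examined, whereas the 4 libraries were put first only after the table had been read. Differential expression was tested with limma on log2(normalized count + 0.1), two-sided, with Benjamini-Hochberg adjustment, for genes with a mean of at least 0.5. Genes with an adjusted p-value under 0.05 and an absolute Log2FC over 1, the thresholds of the paper's Methods, were called up- or down-regulated. Errors of a Log2FC are limma's standard errors (SE), from 2 libraries per group in the smaller comparison and 3 in the larger. In the larger comparison SEs and p-values count salt replicate 2 as an independent replicate and would be too small if it is not one. The values of salt replicate 2 are also on a lower scale there, which median-ratio scaling removes. Where each library of a group held 3 reads or fewer, a fold change against that group is given as a bound computed against 3 reads. It is a lower limit only against libraries at 0 reads. Where a library of that group held 1 to 3 reads, counting error allows more than 3, and the value is no limit. Intervals and bounds from reads cover counting error only.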

The RNA samples from the soybean roots grown with and without salt were sequenced by the Illumina Genome Analyzer. For each sample, we obtained approximately 42–54 million reads, of which 89.15–96.65% were mapped to the soybean reference genome (**Supplementary Table 2**).

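The reads recovered on genes came to 20427932, 22655975 and 33397984 in control replicates 1, 2 and 3 and to 17357153, 21046351 and 22998117 in salt replicates 1, 2 and 3. Relative to the uniquely mapped reads that the paper lists, this was 47.8%, 47.8% and 71.7% for the control replicates and 47.9%, 43.7% and 51.6% for the salt replicates. Sequencing was paired-end, and neither number is stated to count pairs or single reads. The percentages therefore compare the libraries and are not the share of reads on genes. Control replicate 3 lay above every other library. Pearson's r across genes (genes are not independent replicates), on log2(normalized count + 0.1), was 0.963 between control replicates 1 and 2 and 0.833 between salt replicates 1 and 3. For the libraries outside the authors' mean it was 0.952 and 0.954 between control replicate 3 and control replicates 1 and 2, and 0.903 and 0.936 between salt replicate 2 and salt replicates 1 and 3. Across the groups r ran from 0.758 to 0.805. The setting that moved r most was leaving out the logarithm, which gave 0.596 for salt replicates 1 and 3. The spread within the groups was unequal: the median squared difference between control replicates 1 and 2 was 1.72 times what sampling of reads gives, and that between salt replicates 1 and 3 was 147 times. Against the summed reads of control replicates 1 and 2, control replicate 3 gave 1.39 times the squared difference of sampling, and against the summed reads of salt replicates 1 and 3, salt replicate 2 gave 1.05 times.

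**Figure D1:**
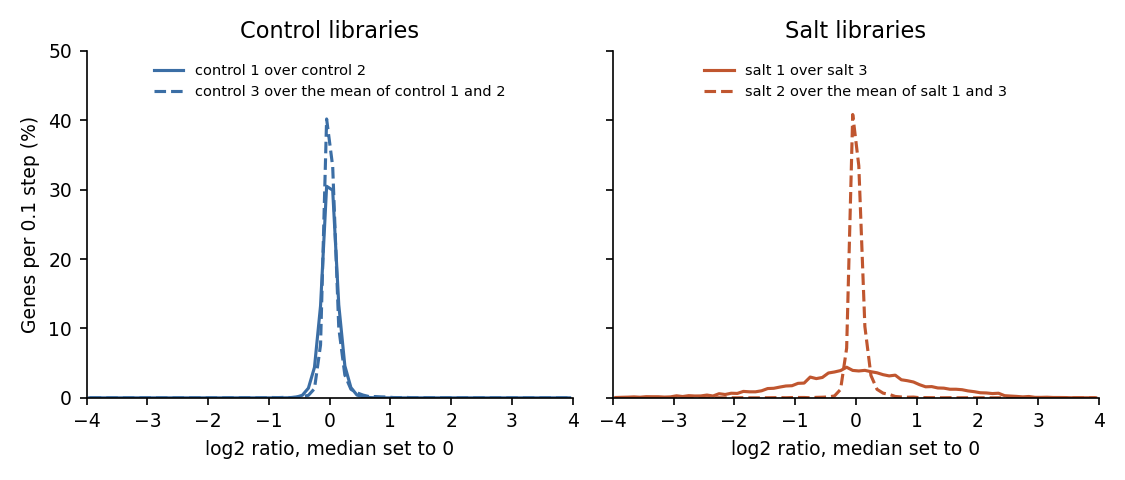
Percentage of genes at each log2 ratio between libraries, in steps of 0.1 and with the median set to 0, for genes with at least 100 reads in each library compared. Solid lines give control replicate 1 over 2 and salt replicate 1 over 3, of which 100% and 64.8% of genes lay within 2-fold, and dashed lines give control replicate 3 and salt replicate 2 over the mean of the other pair of their group, with 99.6% and 99.7% within 2-fold.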

**Figure 1:**
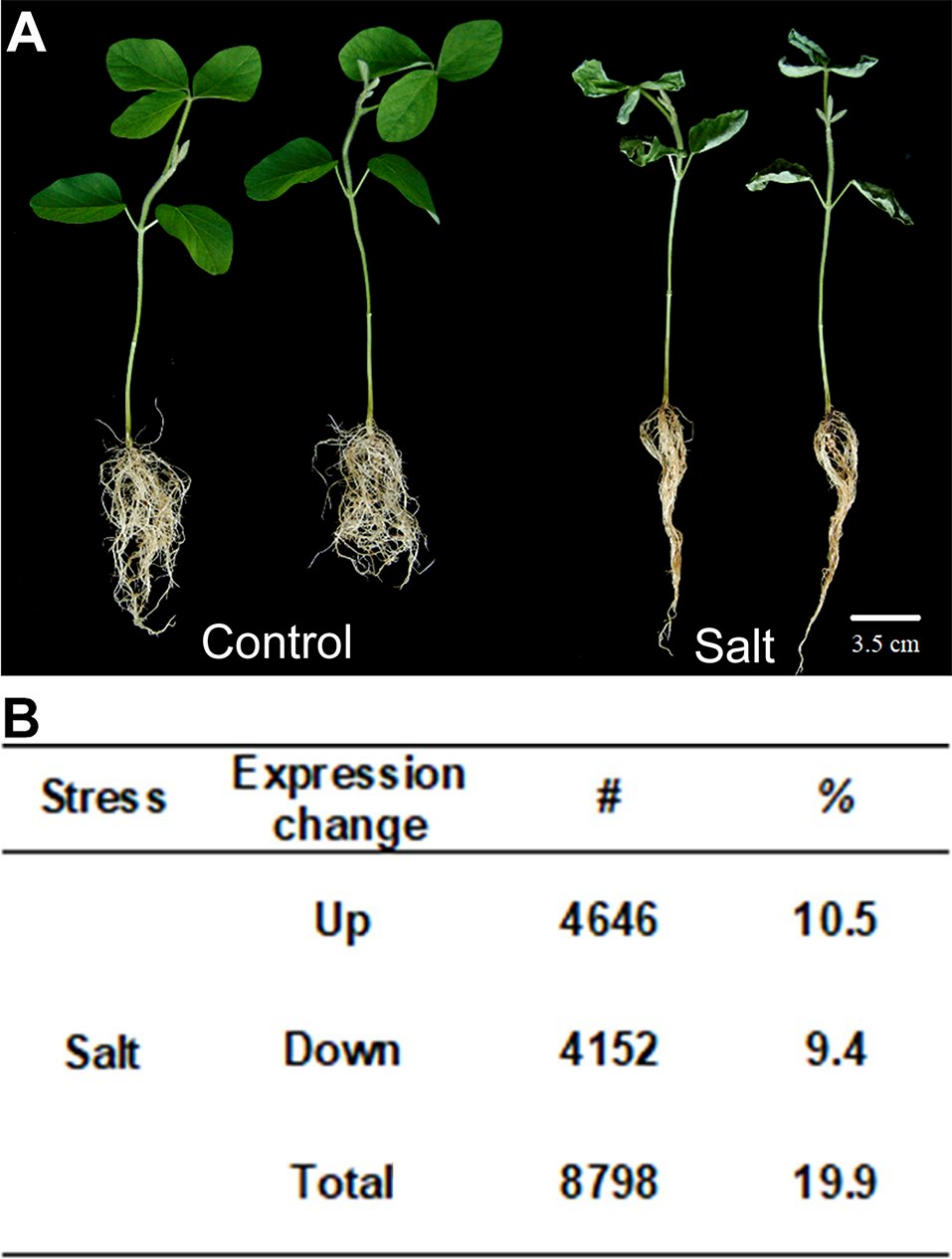
Soybean plants treated with salt stress and transcription profile analyzed by RNA-seq. **(A)** Salt treatment (100 mM of salt) on seedling of soybean (salt) and non-stressed control (control). **(B)** Gene expression changes in salt-treated soybean compared to control plants. Up means number and percentage (%) of genes up-regulated and Down means down-regulated relative to WT with *p*-value < 0.05. The total number of genes investigated is 44,346. Total indicates the total number of mis-regulated genes, i.e., total number of up- plus down-regulated genes. Bar = 2 cm.

From the sequence alignment data, the expression quantification for each sample was calculated using Cufflinks (Trapnell et al., 2013). 

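All genes of a library shared a single step per read, so the deposited values are not divided by transcript length. The size factors were 1.75, 1.95 and 3 for control replicates 1, 2 and 3 and 0.545, 2 and 0.561 for salt replicates 1, 2 and 3. Set against median-ratio factors computed from the recovered reads, those of the 4 libraries in the authors' mean were 1.1 to 1.12 times as large and that of control replicate 3 was 1.15 times as large. The exact 3 and 2 of control replicate 3 and salt replicate 2 would also come from averages of 3 and 2 whole counts, so the reads taken for these libraries are in doubt. The factor of salt replicate 2 was 3.36 times as large, so its normalized counts are on a lower scale than those of salt replicates 1 and 3. Genes listed at 0 made up 7.05% and 6.62% of all genes in control replicates 1 and 2 against 20.6% and 19.9% in salt replicates 1 and 3. Among the remaining libraries the shares were 8.14% in control replicate 3 and 18.7% in salt replicate 2. The 50 genes with the most reads held 9.75% of the reads in control replicate 1 (95% Wilson interval 9.74 to 9.76) and 9.64% in control replicate 2 (9.63 to 9.66). They held 19.5% in salt replicate 1 (19.50 to 19.54) and 25.2% in salt replicate 3 (25.18 to 25.22). In control replicate 3 this share was 9.33% (9.32 to 9.34) and in salt replicate 2 it was 20.4% (20.43 to 20.47).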

To identify the salt responsive genes, a core set of differentially expressed genes (DEGs) under salt stress in soybean were examined. We classified them as up- or down-regulated genes with statistically significant two-fold expression changes in the samples treated with 100 mM salt compared to 0 mM control plants. 

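The deposited table lists 44346 genes by their Glyma identifiers of the Wm82.a2.v1 annotation, 279 of them on unplaced scaffolds, with no gene names. Of these, 41514 had a mean normalized count of at least 0.5 over control replicates 1 and 2 and salt replicates 1 and 3, and 41518 had one over all 6 libraries. In 13.8% of the listed genes both control replicates 1 and 2 held 3 reads or fewer. The authors' deposited table gives no adjusted p-value for 8597 of the 44346 genes.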

A total of 44,346 soybean genes with confident expression were analyzed (**Supplementary Table 3**). Out of these genes, 8,798 (19.9%) were found to be differentially expressed genes under salt treatment compared to control plants, in which 4,646 genes are up-regulated and 4,152 were down-regulated (**Figure 1B**). 

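Over control replicates 1 and 2 and salt replicates 1 and 3, limma called 2546 genes up-regulated and 4528 down-regulated of the 41514 tested, 7074 in all. Without adjustment of the p-values the counts were 5382 and 8479. Each of the 7074 called genes lay beyond both control libraries in both salt libraries, as did 27622 (66.5%) of the tested genes, where chance gives 33.3%. Across all 6 libraries 2304 genes were called up- and 9177 down-regulated. Shared by both comparisons were 1354 of the up-regulated and 4318 of the down-regulated genes. The counts over 6 libraries depended on single libraries. Without salt replicate 2, 5541 genes were up- and 8989 down-regulated, and without salt replicate 1, 13827 were down-regulated. Without control replicate 1, 2 or 3, the counts were 698, 708 and 746 up- and 3798, 3777 and 3908 down-regulated genes. Among the alternatives over 4 libraries, scaling each library to the same sum of normalized counts gave 951 genes up- and 16663 down-regulated, and array weights gave 1242 and 632. With the recovered reads of the 4 libraries in place of log2 values, edgeR's quasi-likelihood test called 2280 genes up and 2492 down, and DESeq2 called 4646 up and 4152 down. The genes called by DESeq2 were the same 4646 and 4152 that carry these calls in the authors' deposited table, and 2147 of the 2546 up-regulated and 2261 of the 4528 down-regulated genes from limma were among them. Among the called genes with the largest changes, Glyma.07G262900 had 0.57, 0 and 1 normalized counts in control replicates 1, 2 and 3 and 1500, 304 and 749.8 in salt replicates 1, 2 and 3. Set against 3 reads per control library, it was 692-fold higher over the 4 libraries and 462-fold without salt replicate 1 (adjusted p = 0.0233 from limma over the 4). Glyma.11G063200 rose from 0, 1.03 and 0.67 to 1192, 233.5 and 359.8 in the same order, 476-fold against 3 reads per control library and 221-fold without salt replicate 1 (adjusted p = 0.0341 from limma over the 4). In the other direction, Glyma.05G057100 and Glyma.13G307000 had 681.4, 682.3 and 632.3, and 637.3, 627.4 and 604.0 normalized counts in the controls and were listed at 0 in every salt library, at least 126-fold and 117-fold lower (adjusted p = 0.0224 for each from limma).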

There are a little bit more up-regulated genes than down-regulated genes in soybean roots after salt treatment.

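The balance between up- and down-regulated genes varied with the scaling and the test. With the authors' size factors, 36.0% of the genes called by limma over control replicates 1 and 2 and salt replicates 1 and 3 were up-regulated, and the median Log2FC of all tested genes was −0.40. Median-ratio scaling left this median at −0.40, upper-quartile scaling moved it to −0.56 and quantile normalization to −0.04, with 44.9% of the called genes up-regulated under quantile normalization. Scaled to equal sums, the libraries gave a median of −1.55, and 5.4% of the called genes were up-regulated. Among genes called by edgeR the up-regulated share was 47.8%, by DESeq2 52.8%, and by limma with array weights 66.3%. Over all 6 libraries 20.1% of the called genes were up-regulated at a median of −0.87, and with median-ratio scaling, which removes the lower scale of salt replicate 2, 37.8% were (6696 up and 11014 down). More up- than down-regulated genes were thus called only by DESeq2 and with array weights, each over the 4 libraries.

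**Figure D2:**
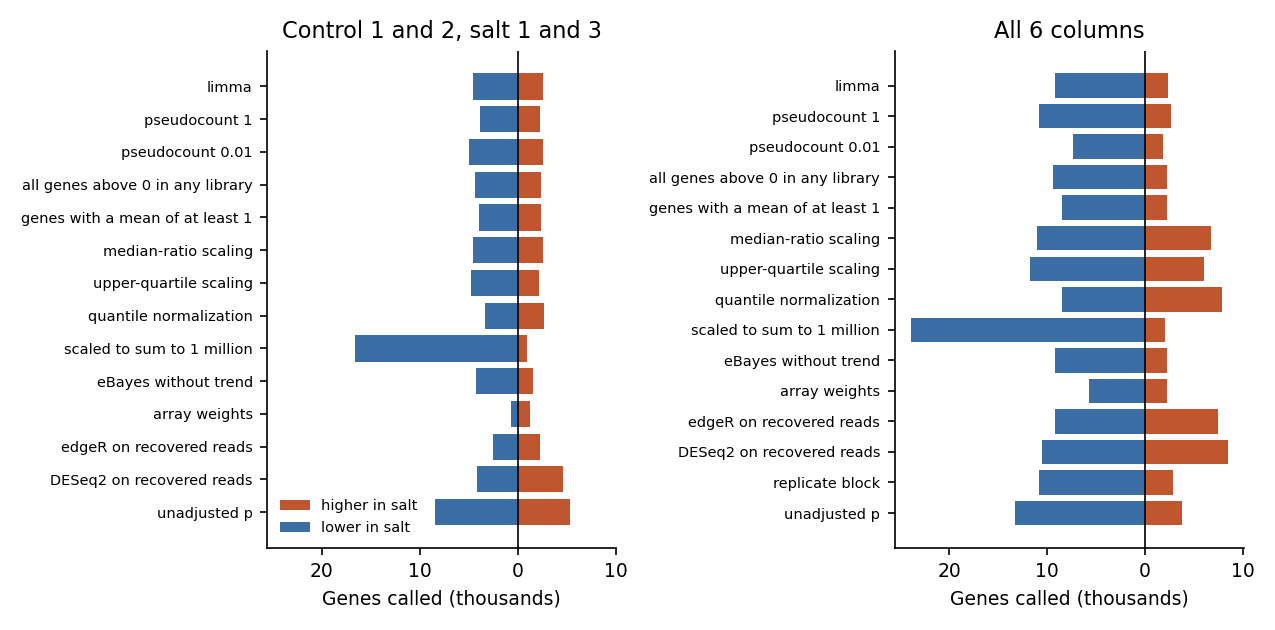
Number of genes called higher (right, red) or lower (left, blue) in salt than in control, for limma and each alternative, over control replicates 1 and 2 and salt replicates 1 and 3 (left panel) and over all 6 libraries (right panel). The bars on the side of lower expression are the longer ones except for array weights and DESeq2 in the left panel.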

### GO Analysis of Salt Response Gene in Soybean

Gene ontology (GO) analyses showed that the DEGs under salt stresses occur in many functional groupings (**Figure 2**). The heat-map revealed different GO categories, such as transcriptional regulation, response to stress, defense response, regulation of defense response, and histone methylation represented by the up-regulated enriched genes in these categories (**Figure 2**). Compared to up-regulated genes, down-regulated genes were mainly enriched in metabolic processes. Notably, we found that except defense response, most of the GO categories of up- and down-regulated genes showed an opposite and comparable profile under salinity condition (**Figure 2**), which indicated that salt stress can cause differential and specific gene regulation in order to respond to threatening environmental factors. To explore the molecular mechanism underlying the salt response in soybean, we further analyzed mis-regulated genes whose functions are involved in salt response. Among mis-regulated genes, there were 93 genes which are closely related to salt stress response, in which 53 genes are up- and 40 are down-regulated respectively (**Supplementary Table 3**). To confirm the RNA-seq results, we examined the RNA levels of two known soybean genes, *Glyma.03G226000* and *Glyma.03G171600* (**Supplementary Figure 1**) and 11 selected salt|responsive genes, *Glyma.04G131800*, *Glyma.04G187000*, *Glyma.07G110300*, *Glyma.08G070700*, *Glyma.08G127000*, *Glyma.14G213600*, *Glyma.11G204800*, *Glyma.09G041000*, *Glyma.13G043800*, *Glyma.17g022500* and *Glyma.14G176700*, by RT-quantitative PCR (qPCR) (**Figure 3**). 

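The known soybean gene Glyma.03G226000 was near the floor in the control roots, with 1.72, 1.54 and 2.33 normalized counts in replicates 1, 2 and 3, of which control replicate 3 held 7 reads and the others 3 each. The salt replicates 1, 2 and 3 had 121.2, 20.5 and 19.59. Over the 4 libraries of the authors' mean the gene was 43.2-fold higher, and 12-fold without salt replicate 1. These are observed ratios and not lower bounds, since both controls held 3 reads. Limma did not call it over the 4 libraries (adjusted p = 0.0809), whereas over all 6 libraries limma did (adjusted p = 0.0122). The other known gene, Glyma.03G171600, fell from 274.6, 235.0 and 268.0 normalized counts to 12.85, 2.5 and 1.78. Its Log2FC was −5.69 (SE 1.14, adjusted p = 0.0617 from limma, 0.0459 from edgeR) over the 4 libraries and −6.02 (SE 0.83, adjusted p = 0.00201 from limma) over all 6. For both genes each salt library lay beyond each control library. The Tubulin reference gene of the qPCR, Glyma.05G203800, had 403.3, 387.3 and 442.0 normalized counts in the control and 525.1, 177.0 and 605.5 in the salt replicates. Its Log2FC of 0.51 (SE 0.21, adjusted p = 0.191 from limma) turned to −0.10 over all 6 libraries (SE 0.59, adjusted p = 0.918), where salt replicate 2 is on a lower scale, was 0.40 over these with median-ratio scaling, and turned to −1.11 over the 4 with libraries of equal sum.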

The expression levels determined by qPCR and those by RNA-seq analysis were highly correlated (**Figure 3**), indicating that the results obtained by the independent methods are consistent.

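Of the 12 genes plotted in Figure 3, Glyma.14G176700, Glyma.04G187000 and Glyma.08G127000 were lower than control replicates 1 and 2 in salt replicate 1 and higher than both in salt replicate 3. Glyma.14G176700 had 176.8, 168.3 and 162.7 normalized counts in control replicates 1, 2 and 3 and 42.23, 138.5 and 901.2 in salt replicates 1, 2 and 3. Its Log2FC was −2.03 in salt replicate 1 alone and 2.39 in salt replicate 3 alone, and 0.18 over the 4 libraries of the authors' mean (SE 1.73, adjusted p = 0.951 from limma). With all 6 libraries it was 0.04 (SE 1.05, adjusted p = 0.981 from limma), and with libraries of equal sum it turned to −1.41. The direction of this gene's mean change thus rests on salt replicate 3.

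**Figure D3:**
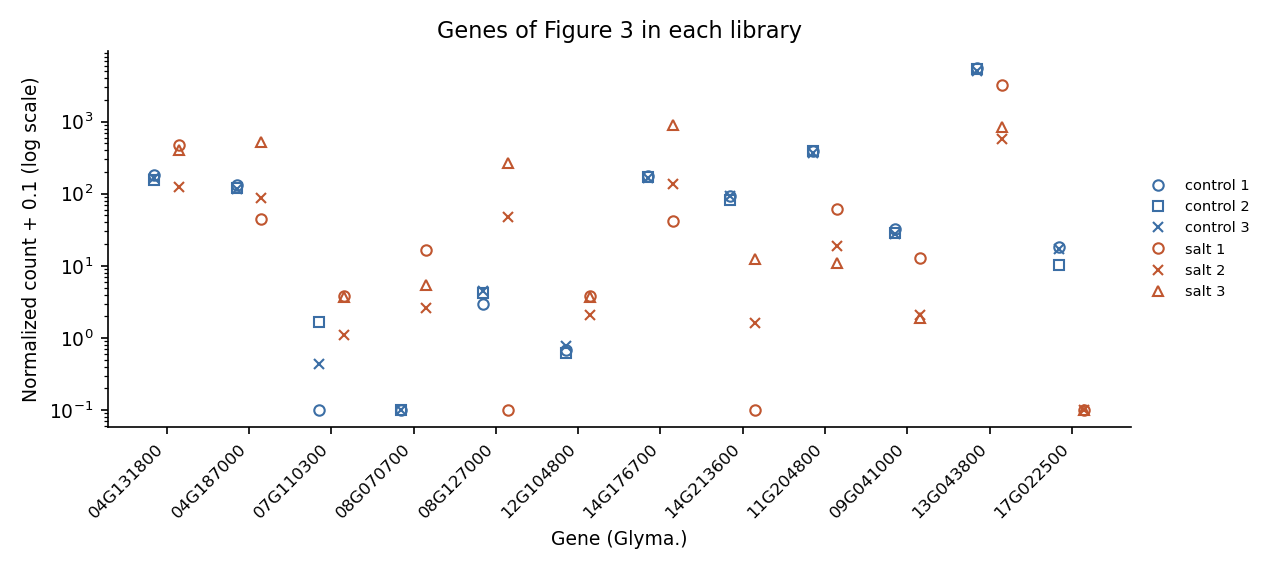
Normalized count + 0.1 (log axis) of the 12 genes of Figure 3 in each of the 6 libraries, control in blue and salt in red, with crosses for control replicate 3 and salt replicate 2. The control libraries lie close together except near the floor, and the salt libraries of Glyma.04G187000, Glyma.08G127000 and Glyma.14G176700 fall on both sides of them. For Glyma.04G131800 only salt replicate 2 lies below the controls, and its size factor puts its values on a lower scale.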

**Figure 2:**
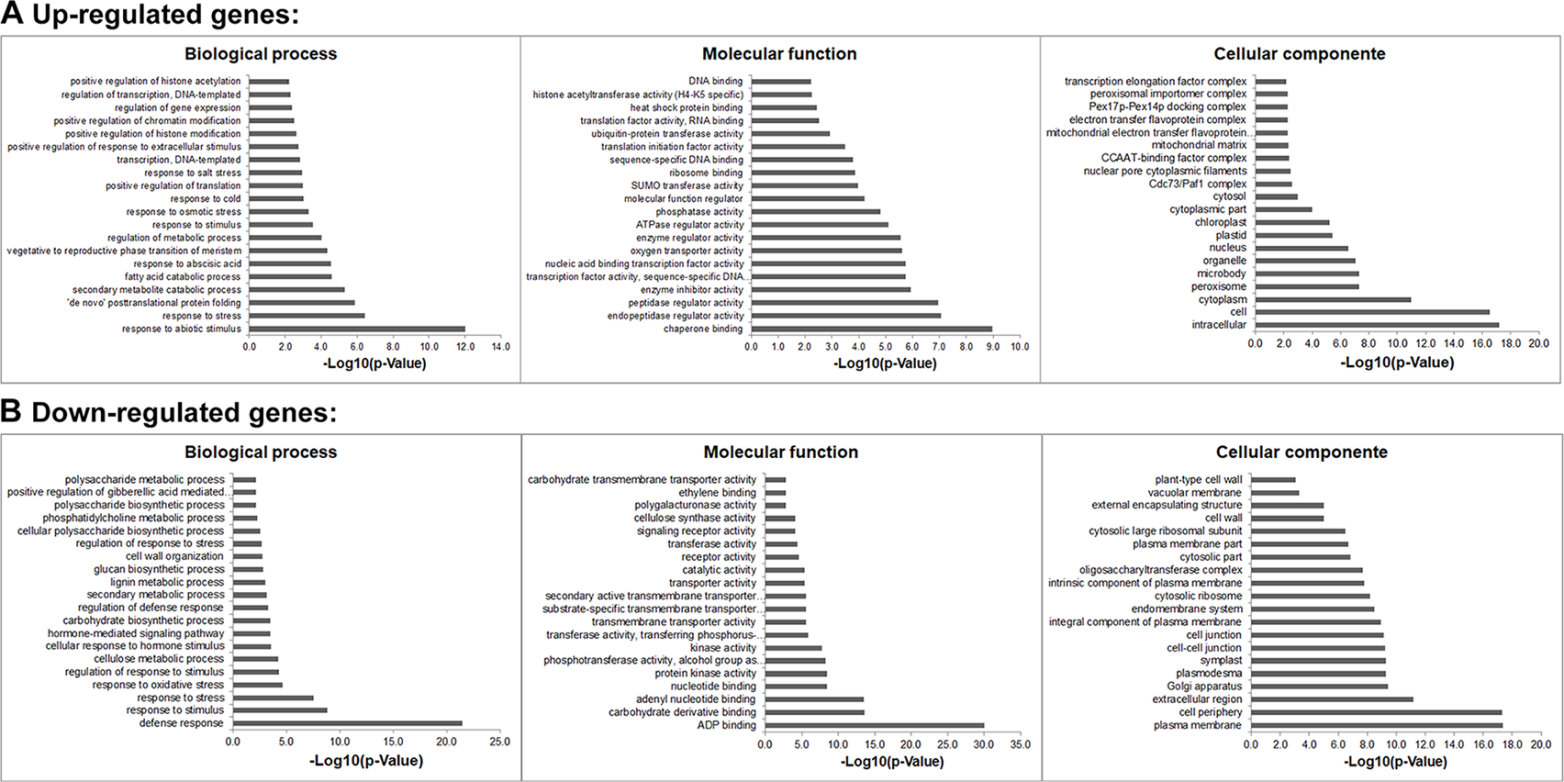
Gene Ontology (GO) study of up- and down-regulated genes under salt stress in soybean. The agriGO program (Tian et al., 2017) was used to identify significantly enriched molecular functions, biological processes and cellular component amongst the mis-regulated (up- or down-regulated) genes (*p*-value < 0.01). The terms were ranked by *p*-value.

**Figure 3:**
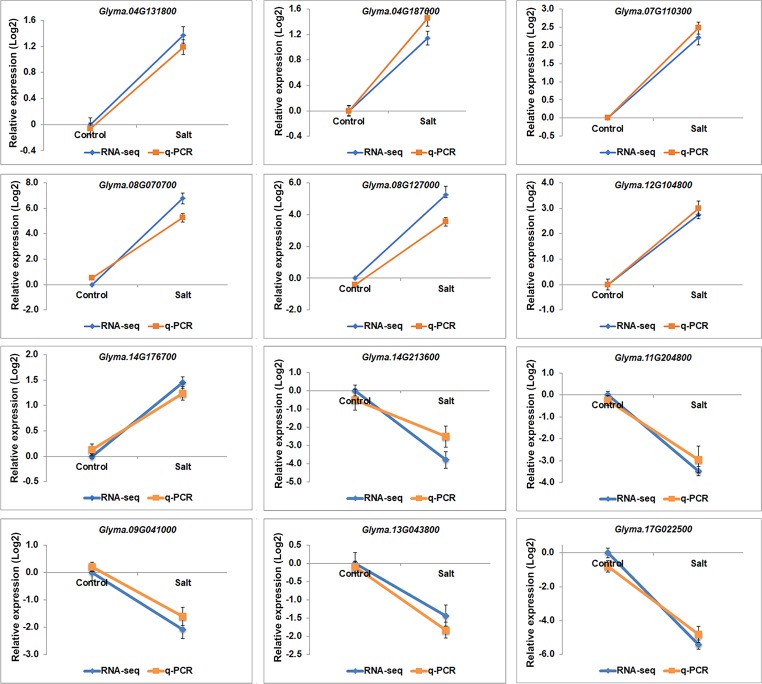
The gene expression profile of selected salt stress genes analyzed by RNA-seq and q-PCR. mRNA expression levels of 12 selected salt stress genes with differential expression levels, *Glyma.04G131800*, *Glyma.04G187000*, *Glyma.07G110300*, *Glyma.08G070700*, *Glyma.08G127000*, *Glyma.12G104800*, *Glyma.14G213600*, *Glyma.11G204800*, *Glyma.09G041000*, *Glyma.13G043800*, *Glyma.17g022500* and *Glyma.14G176700*, in control and salt-treated soybean. Graphs show the relative expression levels analyzed by RNA-seq and by qPCR which normalized to a *Tubulin* (*Glyma.05G203800*) reference gene. Error bars represent standard deviation (SD).

Transcription processes are carried out by transcription factors (TFs). To identify potential TFs involved in salt stress, we then analyzed expression patterns of genome-wide TFs. There are 3017 annotated transcription factors in soybean with expression data belonging to over 50 TF families such as homeodomain, zinc finger, WRKY, SET domain, MYB, MADS, AP2-EREBP, bHLH, NAC, bZIP and GRAS (**Table 1**) (Perez-Rodriguez et al., 2010; Jin et al., 2017). We found 513 TFs up-regulated and 491 are down-regulated under salt treatment, respectively (**Table 1**), which is consistent with the whole expression pattern of RNA-seq. Genes belonging to the bHLH, bZIP, ERF, GRAS, MYB, MYB-related, NAC, and WRKY family represent most of the differentially expressed TFs (**Table 1**). The bHLH, Ethylene Response Factor (ERF) and MYB represented the highest number of significantly expressed genes under salt treatment conditions. 

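Among MYB transcription factor genes, Glyma.01G107500 had 36.04, 31.29 and 29.0 normalized counts in control replicates 1, 2 and 3 and 3.67, 1.5 and 14.25 in salt replicates 1, 2 and 3. Its Log2FC over the 4 libraries of the authors' mean was −2.20 (SE 0.88, adjusted p = 0.188 from limma), and −2.86 over all 6 (SE 0.90, adjusted p = 0.0521). Glyma.06G097100 changed by −1.59 (SE 0.45, adjusted p = 0.110 from limma) and by −2.0 over all 6 libraries, where it was called (SE 0.56, adjusted p = 0.0360). For Glyma.15G236400 the change was −0.45 (SE 0.31, adjusted p = 0.386 from limma) and −1.02 over all 6 libraries (SE 0.66, adjusted p = 0.282). A further MYB gene, Glyma.16G073000, held 1 read in control replicate 1 and 0 reads in the other libraries, too few to compare at this depth.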

GO analyses showed 10 TFs investigated here belong to the category of salt stress response genes, in which 8/10 of genes are MYB TFs, such as *Glyma.12G104800*, *Glyma.16G073000*, *Glyma.01G107500*, *Glyma.15G236400*, *Glyma.06G097100*. This is consistent with previous studies that MYB TFs have been known to regulate salt stress response in plants (Yang et al., 2012; Cui et al., 2013; Li et al., 2016; Wei et al., 2017). Notably, the fold changes of some TFs were significantly higher than control plants (**Supplementary Table 3**). To verify the RNA-seq results, we examined the RNA level of one MYB gene, *Glyma.12G104800*, by qPCR analysis (**Figure 3**). The expression level determined by RT-qPCR and RNA-seq were highly consistent (**Figure 3**), confirming the results of the genome-wide analysis.

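For Glyma.12G104800 the RNA-seq values rest on few reads: 1, 1 and 2 in control replicates 1, 2 and 3 and 2, 4 and 2 in salt replicates 1, 2 and 3. The normalized counts were 0.57, 0.51 and 0.67 in the control and 3.67, 2.0 and 3.56 in the salt replicates. Both groups of the authors' 4 libraries were at 3 reads or fewer, so no fold change is given for this gene. With limma the gene was not called over the 4 libraries (adjusted p = 0.0705) and was called over all 6 (adjusted p = 0.0372), with every salt library above every control library.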

**Table 1:** Number of transcription factors under salt stress up- or down-regulated at least 2-fold in soybean.

Family	Total number	Up		Down	
		#	%	#	%
AP2	45	10	22.2	7	15.6
ARF	56	18	32.1	11	19.6
ARR-B	26	7	26.9	1	3.8
B3	42	6	14.3	4	9.5
BBR-BPC	10	2	20.0	0	0.0
BES1	15	6	40.0	1	6.7
bHLH	274	50	18.2	37	13.5
bZIP	140	20	14.3	20	14.3
C2H2	188	33	17.6	36	19.1
C3H	75	13	17.3	7	9.3
CAMTA	15	1	6.7	1	6.7
CO-like	22	3	13.6	6	27.3
CPP	12	1	8.3	1	8.3
DBB	20	6	30.0	2	10.0
Dof	71	17	23.9	7	9.9
E2F/DP	14	2	14.3	2	14.3
EIL	10	0	0.0	0	0.0
ERF	245	31	12.7	50	20.4
FAR1	49	5	10.2	1	2.0
G2-like	94	24	25.5	18	19.1
GATA	50	10	20.0	5	10.0
GeBP	8	4	50.0	1	12.5
GRAS	104	24	23.1	17	16.3
GRF	21	0	0.0	1	4.8
HB-other	18	4	22.2	2	11.1
HB-PHD	6	2	33.3	0	0.0
HD-ZIP	85	15	17.6	15	17.6
HRT-like	1	1	100.0	0	0.0
HSF	48	5	10.4	22	45.8
LBD	62	9	14.5	14	22.6
LFY	1	0	0.0	0	0.0
LSD	8	2	25.0	1	12.5
MIKC_MADS	53	11	20.8	7	13.2
M-type_MADS	14	1	7.1	2	14.3
MYB	241	32	13.3	44	18.3
MYB_related	139	19	13.7	26	18.7
NAC	167	23	13.8	33	19.8
NF-X1	5	0	0.0	0	0.0
NF-YA	21	6	28.6	5	23.8
NF-YB	29	4	13.8	5	17.2
NF-YC	17	4	23.5	1	5.9
Nin-like	21	3	14.3	7	33.3
RAV	4	3	75.0	1	25.0
S1Fa-like	4	1	25.0	0	0.0
SAP	1	0	0.0	0	0.0
SBP	38	5	13.2	4	10.5
SRS	21	7	33.3	3	14.3
STAT	1	1	100.0	0	0.0
TALE	63	12	19.0	3	4.8
TCP	44	4	9.1	9	20.5
Trihelix	67	8	11.9	10	14.9
VOZ	6	1	16.7	0	0.0
Whirly	7	1	14.3	0	0.0
WOX	18	2	11.1	0	0.0
WRKY	171	31	18.1	38	22.2
YABBY	6	0	0.0	0	0.0
ZF-HD	24	3	12.5	3	12.5
Total	3017	513	17.0	491	16.3

### Trimethylation of H3K27 Under Salt Stress in Soybean

Trimethylated histone H3 at lysine residues 27 (H3K27me3) has been detected in many organisms, including *Arabidopsis*, rice, and maize (Butenko and Ohad, 2011). It is a hallmark of gene silencing (Schubert et al., 2006; Zheng and Chen, 2011). However, whether this repressive mark is involved, and to what extent, in salt stress response in soybean is unknown. To determine the alteration of chromatin dynamics and transcriptional apparatus that respond to environmental changes, we applied ChIP-seq to monitor the changes of H3K27me3 levels at genome-wide scale under salt stress treatment in soybean (**Figure 4**). ChIP-seq was performed by using an antibody specifically recognizing H3K27me3 (Pu et al., 2013; Xu et al., 2018), and the precipitated DNAs were then sequenced. After sequencing, we obtained about 50 million of clean reads with 75–85% of the reads that could be mapped to the soybean genome (**Supplementary Table 4**). Verification of ChIP-seq results using Pearson correlation analysis showed statistically significant correlation coefficients among the biological replicates for each sample (**Supplementary Figure 2**). Genomic regions associated with H3K27me3 modification were identified by using MACS software (Zhang et al., 2008). The peak distributions of ChIP-seq are similar and average length of peaks is around 700 bp in samples of control and salt-treated plants (**Supplementary Figures 3A, B**).

**Figure 4:**
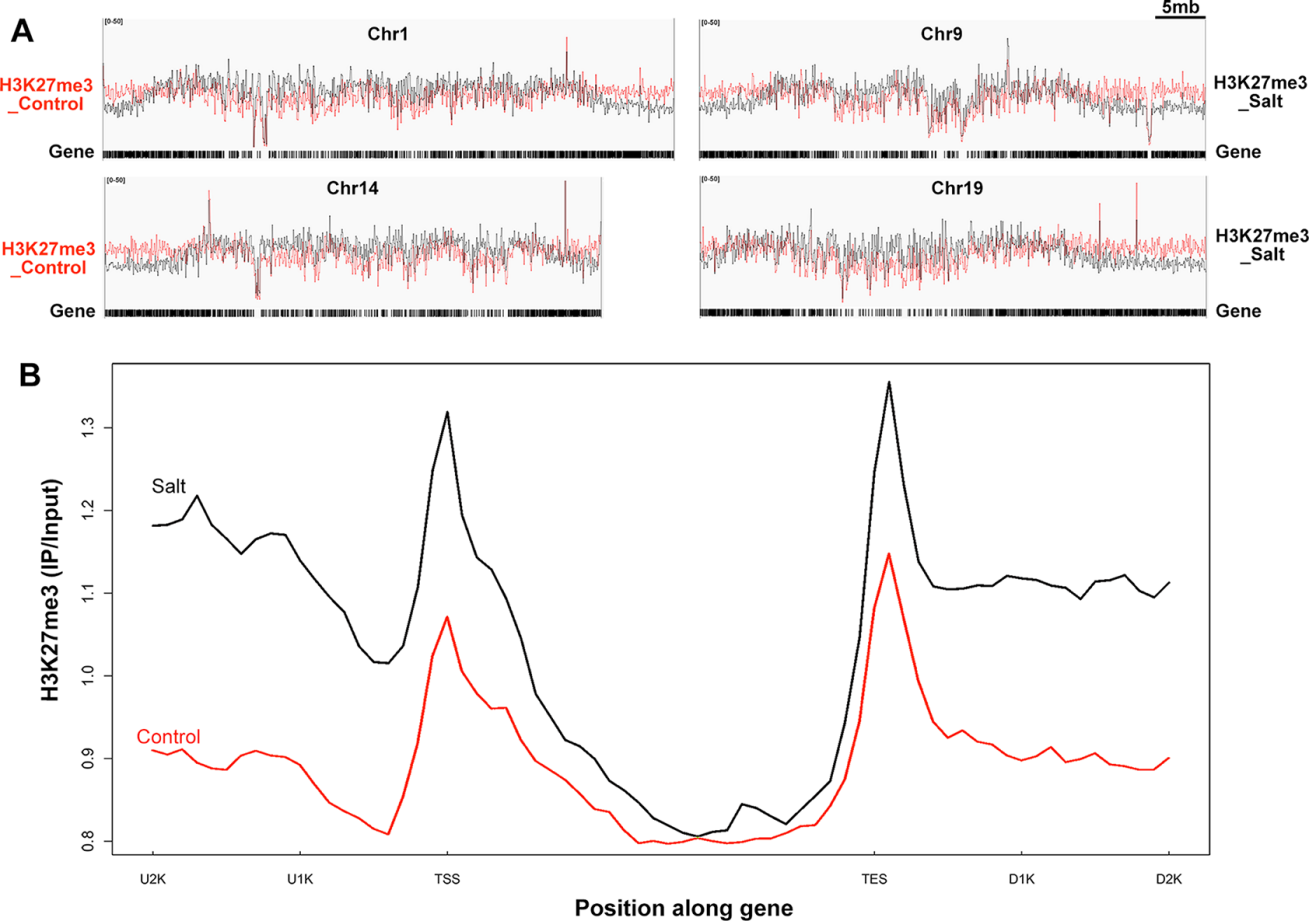
Genome-wide H3K27me3 modification pattern in control and salt-treated soybean. **(A)** Chromosomal distribution of H3K27me3 modification sites on the randomly selected 4 soybean chromosomes. Y-axis represents the input signals for the immunoprecipitation of H3K27me3 in control on the left side (H3K27me3_Control) and salt-treated soybean on the right side (H3K27me3_Salt). The comparison of H3K27me3 marked in control (red) and salt (black) plants were shown on all chromosomes. Chr and 5mb represent chromosome and 5 megabase, respectively. Gene models shown at the bottom. **(B)**The H3K27me3 patterns of all trimethylated genes in control and salt-treated soybean. The gene sequences were aligned at the transcription start site (TSS) and average signals of the H3K27me3 enrichment 2kb upstream (U2K), 3kb gene body, and 2kb downstream of the TES (D2K) were plotted.

The MACS peak finding program identified thousands of H3K27me3 enriched peaks in control and salt-treated samples (p < 10^−3^) across the whole chromosome (**Figure 4A** and **Supplementary Figure 4**), which correspond to 1,707 and 746 annotated genes, respectively (**Supplementary Figure 3B**). As reported previously in *Arabidopsis* (Kim et al., 2012b; Xu et al., 2018), H3K27me3 peaks tend to be broad, often covering the entire transcriptional unit, hence we used a very strict statistical cutoff for peak identification. In control plants, the 1,707 genes were termed K27 genes in the next analysis vs. *de novo*_K27 genes (**Supplementary Tables 5** **and** **6**). We plotted the average H3K27me3 signal of the 1,707 K27 genes across the 7 kb region surrounding the transcription start site (TSS) and the transcription end site (TES) in the control soybean (**Figure 4B**). Similar to that of *Arabidopsis*, a broad H3K27me3 enrichment covers the entire transcriptional unit with the strongest signal around the TSS region, whereas the H3K27me3 signal gradually declined towards the 3’ end and increased around the TES region, suggesting the conservation and divergence of epigenetic patterns across plant species (**Figure 4B**). We then checked the histone modification pattern of 746 H3K27me3 marked genes in salt-treated soybean which remained remarkably similar to that in control plants (**Figure 4B** and **Supplementary Table 6**). Compared to H3K27me3 pattern in control plants, the epigenetic marks of H3K27me3 showed a greater enrichment in salt-stressed samples (**Figure 4B**), suggests that stress caused changes in chromatin structure and histone modification which accompany changes in gene expression in response to abiotic stresses.

### Relationship Between Changes in H3K27me3 and Gene Expression Under Salt Stress

H3K27me3 has been proposed to be correlated with gene silencing in many organisms (Pu and Sung, 2015). So we questioned if H3K27me3 modification is correlated with a different expression level under salt stress. We combined the specific H3K27me3 modification datasets with our DEGs to identify the relationship between H3K27me3 modification and different expression levels. We found that 829 of the 1,707 H3K27me3 specifically modified genes were not expressed in both of control and salt samples, despite some of them were not trimethylated (**Table 2**) which may be caused by our criteria used for analyzing the RNA-seq data (see Materials and methods section) as reported in our previous study (Xu et al., 2018). It is also possibly caused by the fact that not all genes expressed in soybean roots. By excluding those non-expressed genes, only 878 (51%) expressed genes were trimethylated on H3K27 in the control and salt datasets (**Table 2**). These specific H3K27me3 genes were then checked for the expression level changes in the corresponding treatment, and the numbers of up- and down-regulated genes in each of the specific H3K27me3 modification datasets were further analysed (**Table 2**). 

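The list of K27 genes in Supplementary Table 5 has 1707 entries, of which 1113 distinct Glyma identifiers could be read and 588 entries carry none. Of the 1113 identifiers, 887 are in the expression table, each with reads in at least 1 of the 6 libraries. A mean normalized count of at least 0.5 over all 6 libraries kept 826 of these, and a value above 0 in each library of at least 1 group kept 790.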

Under salt stress treatment, 170 of 336 K27 genes (50.6%) were up-regulated (**Table 2**). Statistical tests of the genome-wide relationship between reduced H3K27me3 and transcriptional deregulation (**Table 2**) in the salt-treated plants showed that 50.6% (*p*-value = 1.03x10^−15^) of up-regulated genes also had reduced H3K27me3 levels.

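The paper does not list the K27 genes with decreased H3K27me3, so expression was compared for all K27 genes of Supplementary Table 5 that could be tested. Over control replicates 1 and 2 and salt replicates 1 and 3 these were 821 genes, of which limma called 51 up-regulated (6.21%, against 6.13% of all tested genes) and 69 down-regulated (8.40%, against 10.9%). The one-sided hypergeometric p for up-regulated genes was 0.483. Without adjustment 113 K27 genes were up- and 126 down-regulated, and 38 and 57 were called when adjusted over the list alone. Random lists matched on mean expression held 40.3 up-regulated genes on average, and as many as 51 were reached with p = 0.0468 (permutation test over 10000 lists). The median Log2FC of the list was −0.12, against −0.40 for all tested genes and −0.47 in the matched lists, and 0.07 with genes at the floor set to their bound. Relative to the median of all genes it was higher by 0.27 with the authors' size factors and with median-ratio scaling, by 0.28 with upper-quartile scaling, by 0.20 with quantile normalization and by 0.06 with libraries of equal sum. A test of the whole list with limma's camera, which allows for genes that change together, gave p = 0.286 with a preset correlation of 0.01 and p = 0.383 with an estimated one, both in the direction of higher expression, while fry, which does not set the list against the other genes, gave p = 0.0551 in the direction of lower expression. Across all 6 libraries 826 K27 genes were tested, with 44 up- and 146 down-regulated (40 and 136 adjusted over the list alone), a hypergeometric p of 0.633 for up-regulation, and a median of −0.64 against −0.87 for all genes. From reduced H3K27me3 among up-regulated genes, the paper proposes that the absence of repressive marks could result in active transcription.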

**Table 2:** The gene expression changes of methylated H3K27me3 genes in salt-treated soybean.

Total number of genes investigated	Number of genes with expression in RNA-seq data	Number of genes with decreased K27	Up-regulated expression		
			Number	%	*p*-value
1,707	878	336	170	50.6	1.03 x 10^−15^

We noticed that H3K27me3 is associated with expression changes of specific salt stress genes which likely contribute to response to environmental changes. Eleven genes, *Glyma.17G006800*, *Glyma.08G070700*, *Glyma.08G127000*, *Glyma.15G252200*, *Glyma. 12G104800*, *Glyma.07G110300*, *Glyma.17G223600*, *Glyma.20G021200*, *Glyma.04G13180*0, *Glyma.04G187000*, *Glyma.20G072600* were significantly up-regulated in salt treated samples (**Supplementary Table 3**). 

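Of these 11 genes, limma called Glyma.08G070700 and Glyma.04G131800 up-regulated over the 4 libraries of the authors' mean. Glyma.15G252200 had 341.0, 328.3 and 322.0 normalized counts in control replicates 1, 2 and 3 and 8917, 1584 and 1879 in salt replicates 1, 2 and 3. Its Log2FC was 3.61 (SE 0.89, adjusted p = 0.0865 from limma) and 3.17 over all 6 libraries, where it was called (SE 0.72, adjusted p = 0.0175). Glyma.17G006800, with 0 reads in control replicates 1 and 2 and 3 reads in control replicate 3, had 2, 17 and 25 reads in salt replicates 1, 2 and 3. It was at least 14.8-fold higher in salt, a value that rests on salt replicate 3, since salt replicate 1 was itself at the floor. Limma's adjusted p for this gene was 0.0671 over the 4 libraries and 0.0176 over all 6. The Log2FC of Glyma.17G223600 was 1.53 (SE 0.33, adjusted p = 0.0687 from limma) and turned to −0.10 with libraries of equal sum, and over all 6 libraries it was 0.96 (SE 0.63, adjusted p = 0.286). With median-ratio scaling of the 6 libraries it was 1.47, and limma called this gene (adjusted p = 0.00246). Glyma.20G021200 had between 3 and 6 reads in every library, and its Log2FC of 1.40 (SE 0.65, adjusted p = 0.233 from limma) turned to −0.14 with libraries of equal sum; over all 6 libraries it was 0.80 (SE 0.80, adjusted p = 0.486). For Glyma.20G072600 salt replicate 1 lay below both controls (−0.26) and salt replicate 3 above them (1.82), with a Log2FC of 0.78 over both (SE 0.86, adjusted p = 0.566 from limma), 0.24 over all 6 libraries (SE 0.74, adjusted p = 0.833) and −0.82 with libraries of equal sum.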

Six salt stress genes, *Glyma.08G070700*, *Glyma.08G127000*, *Glyma.12G104800*, *Glyma.07G110300*, *Glyma. 

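Glyma.08G070700 and Glyma.08G127000, both on the list of K27 genes with higher expression in salt, had few reads in the control roots. Glyma.08G070700 was listed at 0 in all 3 control replicates and had 9, 5 and 3 reads (16.52, 2.5 and 5.34 normalized counts) in salt replicates 1, 2 and 3. Over the 4 libraries of the authors' mean it was at least 6.72-fold higher (3.28-fold without salt replicate 1) and was called by limma (adjusted p = 0.0278), and over all 6 its adjusted p was 0.00183. Glyma.08G127000 had 5, 8 and 13 reads (2.86, 4.10 and 4.33 normalized counts) in the control and 0, 96 and 149 reads (0, 48.0 and 265.4) in the salt replicates. Its Log2FC was −5.14 in salt replicate 1 and 6.23 in salt replicate 3, and 0.55 over both (SE 4.45, adjusted p = 0.941 from limma), which turned to −1.08 with a pseudocount of 0.01. With all 6 libraries the Log2FC was 1.51 (SE 2.64, adjusted p = 0.702 from limma). The higher mean of this gene in salt thus came from salt replicates 2 and 3.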

04G13180*0, *Glyma.04G187000*, showed lower H3K27me3 levels and higher mRNA expression levels after salt treatment (**Figure 3** and **Figure 5A**). To confirm the ChIP-seq results, we performed ChIP-qPCR on three selected salt response genes, *Glyma.07G110300*, *Glyma.04G13180*0, *Glyma.04G187000*, that showed enhanced expression levels under stress, using the un-methylated *Glyma.05G203800* (*Tubulin*) gene as the negative control (**Figure 5B**). We found that these salt response genes had much higher H3K27me3 levels in the control plants which decreased greatly under salt stress indicating that salt stress can remove the deposition of repressive chromatin marks at these loci during stress treatment (**Figure 5**). These results show that plants respond to the environmental changes through the transcriptional machinery in which transcription was turned on or shut down by changing the mode of histone modifications between activation and inactivation on all of stress response genes.

**Figure 5:**
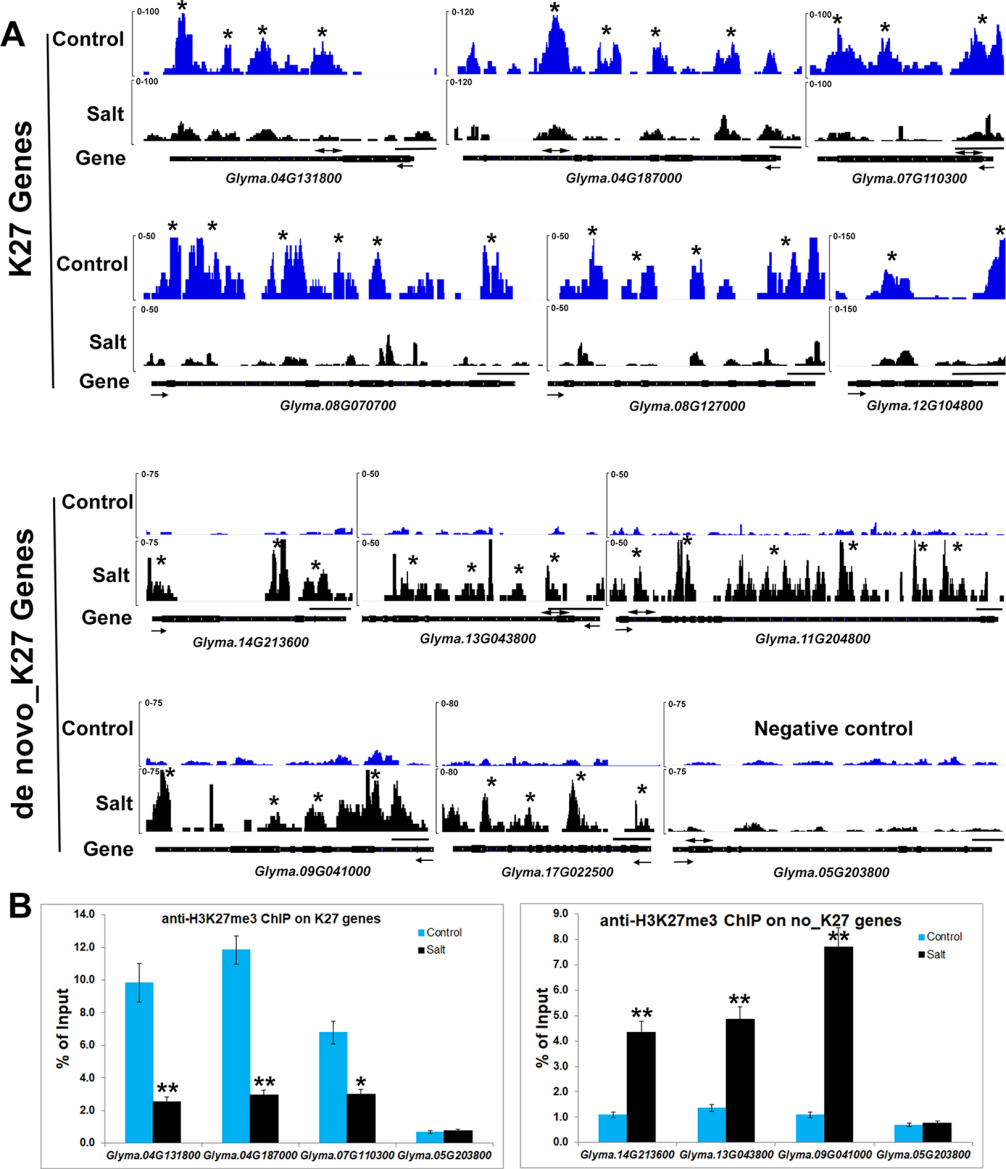
Salt stress affects histone methylation at salt stress gene loci in soybean. **(A)** H3K27me3 patterns of K27 and *de novo*_K27 genes from ChIP-seq data in control and salt-treated soybeans. Gene models are shown at the bottom including 5’ UTR (medium black line), exon (black box), intron (thin black line) and 3’ UTR (medium black line). The arrow indicates transcriptional direction. The black line above gene model indicates 500bp. The “*” indicates that the MACS_peak with the statistical identification each sample using MACS with the default 10^−5^ *p*-value cutoff. **(B)** ChIP-qPCR analysis of H3K27me3 levels at the salt stress genes in soybean under salt stress by using *Glyma.05G203800* (*Tubulin*) gene as the negative control. ChIP-qPCR results are expressed as a percentage of input DNA, with error bars representing SD. Primers (double arrowheads) correspond to the gene regions shown in **(A)**. Significant differences from the control (Student’s t test) are marked with asterisks (**P <0.01).

### Salt Stress Causes *de novo* Histone Methylation and Gene Silencing Under Salt Stress in Soybean

Surprisingly, we found that there were only 5 of 878 K27genes (0.5%) with increased H3K27me3 marks in salt treatment. We then asked what happened to the *de novo*_K27 genes after salt stress treatment. It has been reported that *de novo* methylation can occur in a locus-specific manner during development in yeast, plant and animals (Ooi et al., 2007; Bouyer et al., 2011; Morselli et al., 2015; Stewart et al., 2015). Among 746 H3K27me3 marked genes in salt-treated soybean, we found 651 genes appeared to be marked *de novo* H3K27me3 in salt-treated plants which mainly contributed to the greater H3K27me3 pattern in salt-treated plant (**Supplementary Table 6**).

Among 651 genes, there are 294 genes with expression data in our RNA-seq analysis (**Table 3**). 

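Supplementary Table 6 has 651 entries, of which 379 distinct Glyma identifiers could be read and 270 entries carry none. The expression table holds 297 of the 379. Their median normalized count over control replicates 1 and 2 was 37.3, against 51.5 for all genes, and 559 of 10000 random lists of the same size had a median as low (permutation p = 0.0560). Both of these control libraries held 3 reads or fewer for 38 (12.8%) of the de novo_K27 genes.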

Statistical tests of the genome-wide relationship between increased H3K27me3 and transcriptional deregulation (**Table 3**) in the salt-treated plants showed that 33.7% (*p*-value = 1.9x10^−31^) of down-regulated genes also had increased H3K27me3 levels. Some of these genes are stress-responsive genes such as *Glyma.14G213600*, *Glyma.11G204800*, *Glyma.09G041000*, *Glyma.13G043800* and *Glyma.17g022500* (**Figures 3** and **5**). 

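Over control replicates 1 and 2 and salt replicates 1 and 3, 280 de novo_K27 genes could be tested, and limma called 36 down-regulated (12.9%, against 10.9% of all tested genes) and 12 up-regulated (4.29%). The one-sided hypergeometric p for down-regulation was 0.169, and against 10000 random lists matched on mean expression it was 0.266. Unadjusted, 56 genes were down- and 36 up-regulated, and adjusted over the list alone 36 and 12 were called. Scaling to equal sums gave 110 of the 280 genes down-regulated and an exact hypergeometric p of 0.637 against all genes scaled in the same way. The list's median Log2FC was −0.47, or −0.06 with genes at the floor set to their bound. It was lower than the median of all genes by −0.07 with the authors' size factors, median-ratio and upper-quartile scaling and was higher by 0.06 with quantile normalization and by 0.05 with equal sums, so its direction relative to all genes flips with the scaling. Limma's camera gave p = 0.699 for the list and p = 0.702 with an estimated correlation, while fry gave p = 0.00190, all in the direction of lower expression. Across all 6 libraries, 63 of 281 de novo_K27 genes were down-regulated (22.4%, against 22.1% of all tested genes, exact hypergeometric p = 0.472) and 16 up-regulated, 64 and 17 when adjusted over the list alone, with a median of −0.95.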

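Of Glyma.14G213600, Glyma.11G204800, Glyma.09G041000, Glyma.13G043800 and Glyma.17G022500, all 5 were lower in each salt library than in each control library, and limma called Glyma.17G022500 alone over the 4 libraries of the authors' mean. Glyma.14G213600 had 92.11, 80.54 and 93.67 normalized counts in control replicates 1, 2 and 3 and 0, 1.5 and 12.47 in salt replicates 1, 2 and 3, a Log2FC of −6.27 (SE 2.75, adjusted p = 0.216 from limma). For Glyma.11G204800 the Log2FC was −3.95 (SE 1.00, adjusted p = 0.0903), for Glyma.09G041000 −2.64 (SE 1.18, adjusted p = 0.222) and for Glyma.13G043800 −1.75 (SE 0.79, adjusted p = 0.224), from the same limma fit. The changes were smaller in salt replicate 1 than in salt replicate 3 for these last genes: −2.71 against −5.20, −1.25 against −4.03 and −0.76 against −2.73. Over all 6 libraries limma gave adjusted p-values of 0.0290, 0.00606, 0.0435 and 0.0579 for the first 4 genes in the order named, with Log2FCs of −6.13, −4.06, −3.00 and −2.21.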

Although the gain of H3K27me3 is not associated with all down-regulated genes, it contributed the greater level of H3K27me3 modification in salt stress condition compared to that in control plants.

**Table 3:** The gene expression changes of *de novo* methylated H3K27me3 genes in salt-treated soybean.

Total number of genes investigated	Number of genes with expression in RNA-seq data	Down-regulated expression		
		Number	%	*p*-value
651	294	99	33.7	1.9x10^-31^

### Changes in Histone Methylation and Demethylation Contribute to Changes in H3K27me3 Modification Levels Under Salt Stress in Soybean

The H3K27 was trimethylated by histone methyl transferases (HMTs) and demethylated by HDMs (Papp and Muller, 2006; Horton et al., 2010; Pu and Sung, 2015). To explore how histone modifications were regulated when under salt stress in soybean, we used RNA-seq data to investigate the candidate causal genes of methyltransferase or demethylase for salt response. We identified 43 HMT proteins from Soybase according to the protein sequence homology with *Arabidopsis* HMTs (Grant et al., 2010). Specifically, 9 soybean genes which are homologous to *Arabidopsis* known methyltransferase genes *CURLY LEAF (CLF)*, *ATX* and *SDG*, were down-regulated, and 2 genes are up-regulated with significant *p*-value in salt-treated plants (**Table 4**). 

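Table 4 of the paper lists 43 histone methyltransferase genes, and 42 of them could be tested. Over control replicates 1 and 2 and salt replicates 1 and 3, limma called 4 of these down-regulated and 0 up-regulated. At an unadjusted p-value, as in Table 4, 8 were down- and 1 up-regulated, and adjusted over the list alone 2 and 0 were called. The authors' deposited table has 9 of the genes down- and 2 up-regulated at its unadjusted p-value, and 6 down- and 1 up-regulated at its adjusted p-value. Of the 42 genes, 27 were lower and 15 higher in salt, with Log2FCs from −5.50 to 2.42, and the share called down-regulated (9.52%) did not exceed that of all genes (exact hypergeometric p = 0.686). The median Log2FC was −0.49, or −0.38 with genes at the floor set to their bound, and the difference from the median of all genes ran from −0.10 with the authors' size factors to −0.44 with libraries of equal sum. Scaling to equal sums moved the count most, to 24 down-regulated genes. By limma's camera the list gave p = 0.359 and by camera with an estimated correlation p = 0.390, and fry gave 0.000681, each toward lower expression. Across all 6 libraries 10 genes were down-regulated and 0 up-regulated (10 and 0 adjusted over the list alone, 14 and 2 unadjusted). The count of 10 fell to 1 without control replicate 1, 2 or 3 and rose to 16 without salt replicate 1.

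**Figure D4:**
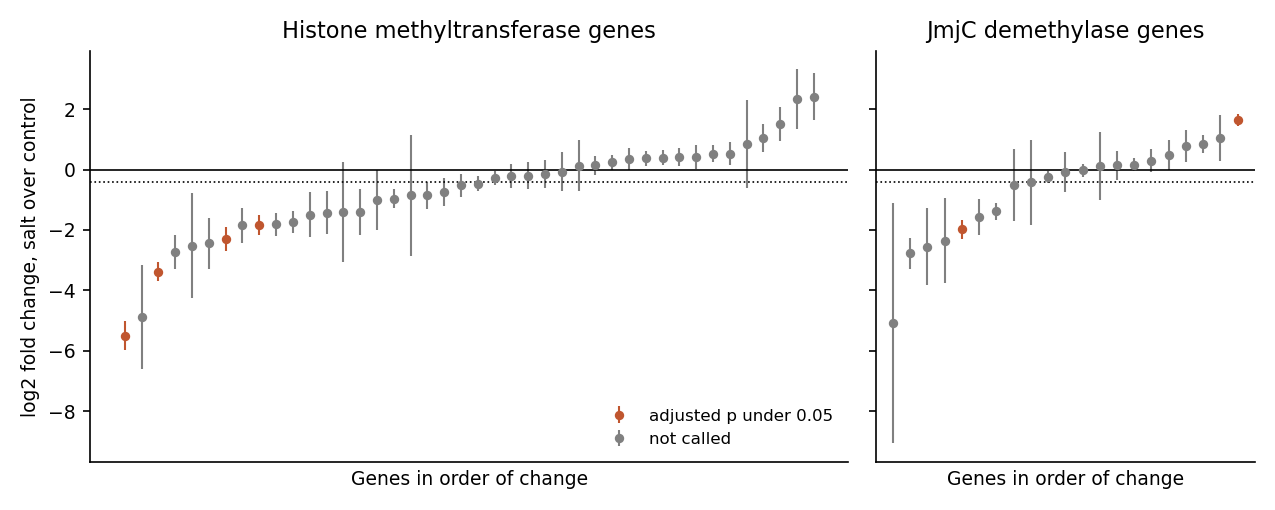
Log2FC (salt over control, control replicates 1 and 2 and salt replicates 1 and 3) of the histone methyltransferase genes of Table 4 and the JmjC genes of Table 5 in order of change, with bars for limma's SE and red points for an adjusted p-value under 0.05. The dotted line is the median of all tested genes (−0.40), which is −1.55 with libraries of equal sum.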

CLF has been well characterized in *Arabidopsis* to work specifically as H3K27 methyltransferases (Katz et al., 2004; Schatlowski et al., 2010). ATX and SDG proteins were known to methylate H3K4 and limit deposition of H3K27me3 on target loci (Ding et al., 2007; Carles and Fletcher, 2009; Grini et al., 2009; Berr et al., 2010; Guo et al., 2010; Tang et al., 2012; Yao et al., 2013). To verify the RNA-seq results, we examined the RNA levels of 4 selected methyltransferase genes, *Glyma.16G207200*, *Glyma.06G223300*, *Glyma.17G215200* and *Glyma.11G054100*, by qPCR (**Figure 6A**). The expression levels determined by qPCR and RNA-seq were highly correlated (**Figure 6A**), indicating that the results obtained by the independent methods are consistent. Therefore, these soybean proteins may function as methyltransferase to alter histone modifications of target loci for salt response.

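Glyma.17G215200 had 84.1, 88.75 and 267.7 normalized counts in control replicates 1, 2 and 3 and 1.84, 27.0 and 1.78 in salt replicates 1, 2 and 3, with 1, 54 and 1 reads in salt. Over the 4 libraries of the authors' mean it was 15.9-fold lower when set against 3 reads per salt library, and was called by limma (adjusted p = 0.0224). Over all 6 its adjusted p from limma was 0.0223. For this gene control replicate 3 and salt replicate 2 lay far above the other libraries of their groups. Glyma.11G054100 fell from 208.2, 206.7 and 204.3 normalized counts to 18.36, 6.5 and 21.37, a Log2FC of −3.38 (SE 0.31, adjusted p = 0.0225 from limma) and of −3.91 over all 6 libraries (SE 0.63, adjusted p = 0.00422). Glyma.16G207200 rose by 1.51 (SE 0.56, adjusted p = 0.166 from limma), by 0.87 in salt replicate 1 and by 2.16 in salt replicate 3, and its Log2FC turned to −0.12 with libraries of equal sum. Glyma.06G223300 rose by 2.34 (SE 0.98, adjusted p = 0.202 from limma), with 55.08, 54.0 and 290.3 normalized counts in the salt against 26.89, 23.09 and 27.33 in the control replicates. In the comparison of all 6 libraries neither of these was called by limma, with Log2FCs of 0.96 (adjusted p = 0.317) and 1.89 (adjusted p = 0.112). There salt replicate 2 is on a lower scale. With median-ratio scaling of the 6 libraries limma called both, with Log2FCs of 1.46 (adjusted p = 0.0173) and 2.39 (adjusted p = 0.0244). From such expression levels the paper proposes that these proteins may act as methyltransferases that alter histone modifications of target loci for salt response.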

**Table 4:** Expression profile of histone methyltransferases in soybean.

Gene	*Arabidopsis* homologues and Annotation		Log_2_ FC	*p-value*
*Glyma.17G215200*	*AT1G05830*	ATX2|trithorax-like protein 2	−5.58	1.89E-05
*Glyma.16G100200*	*AT4G13460*	SDG22, SUVH9, SET22|SU(VAR)3-9 homolog 9	−3.83	0.068396
*Glyma.11G054100*	*AT2G23380*	CLF, ICU1, SDG1, SET1|SET domain-containing protein	−3.38	2.52E-06
*Glyma.13G186800*	*AT5G04940*	SUVH1|SU(VAR)3-9 homolog 1	−2.60	0.001074
*Glyma.07G056000*	*AT3G61740*	SDG14, ATX3|SET domain protein 14	−2.28	0.003279
*Glyma.06G151500*	*AT5G09790*	ATXR5, SDG15|ARABIDOPSIS TRITHORAX-RELATED PROTEIN 5	−2.14	0.032018
*Glyma.01G188000*	*AT2G23380*	CLF, ICU1, SDG1, SET1|SET domain-containing protein	−1.84	0.012066
*Glyma.15G224400*	*AT1G73100*	SUVH3, SDG19|SU(VAR)3-9 homolog 3	−1.81	0.020458
*Glyma.20G005400*	*AT4G13460*	SDG22, SUVH9, SET22|SU(VAR)3-9 homolog 9	−1.71	0.028072
*Glyma.12G196800*	*AT4G15180*	SDG2, ATXR3|SET domain protein 2	−1.67	0.007215
*Glyma.13G306800*	*AT3G21820*	ATXR2, SDG36|histone-lysine N-methyltransferase ATXR2	−1.41	0.643551
*Glyma.02G095600*	*AT5G24330*	ATXR6, SDG34|ARABIDOPSIS TRITHORAX-RELATED PROTEIN 6	−1.27	0.79442
*Glyma.04G236500*	*AT5G53430*	SDG29, SET29, ATX5|SET domain group 29	−1.21	0.127662
*Glyma.11G038000*	*AT2G22740*	SUVH6, SDG23|SU(VAR)3-9 homolog 6	−1.20	0.147649
*Glyma.19G124100*	*AT1G73100*	SUVH3, SDG19|SU(VAR)3-9 homolog 3	−1.11	0.179543
*Glyma.07G157400*	*AT4G13460*	SDG22, SUVH9, SET22|SU(VAR)3-9 homolog 9	−0.96	0.173577
*Glyma.15G158500*	*AT5G42400*	ATXR7, SDG25|SET domain protein 25	−0.78	0.263644
*Glyma.04G125500*	*AT5G04940*	SUVH1|SU(VAR)3-9 homolog 1	−0.66	0.353851
*Glyma.16G024900*	*AT3G61740*	SDG14, ATX3|SET domain protein 14	−0.55	0.580097
*Glyma.03G119900*	*AT1G73100*	SUVH3, SDG19|SU(VAR)3-9 homolog 3	−0.46	0.436713
*Glyma.13G305000*	*AT4G15180*	SDG2, ATXR3|SET domain protein 2	−0.46	0.467736
*Glyma.09G156500*	*AT2G44150*	ASHH3, SDG7|histone-lysine N-methyltransferase ASHH3	−0.28	0.645242
*Glyma.02G012100*	*AT4G02020*	EZA1, SWN, SDG10|SET domain-containing protein	−0.23	0.840641
*Glyma.10G222800*	*AT1G76710*	ASHH1|SET domain group 26	−0.18	0.806477
*Glyma.19G066800*	*AT4G27910*	ATX4, SDG16|SET domain protein 16	−0.11	0.871815
*Glyma.10G012600*	*AT4G02020*	EZA1, SWN, SDG10|SET domain-containing protein	−0.04	0.953137
*Glyma.03G215600*	*AT3G61740*	SDG14, ATX3|SET domain protein 14	0.06	0.943206
*Glyma.06G301900*	*AT4G15180*	SDG2, ATXR3|SET domain protein 2	0.18	0.765767
*Glyma.04G245400*	*AT1G77300*	EFS, SDG8, CCR1, ASHH2, LAZ2|histone methyltransferases(H3-K4 specific);histone methyltransferases(H3-K36 specific)	0.26	0.651076
*Glyma.04G214600*	*AT5G09790*	ATXR5, SDG15|ARABIDOPSIS TRITHORAX-RELATED PROTEIN 5	0.29	0.887053
*Glyma.11G040100*	*AT2G22740*	SUVH6, SDG23|SU(VAR)3-9 homolog 6	0.37	0.869301
*Glyma.12G195700*	*AT3G21820*	ATXR2, SDG36|histone-lysine N-methyltransferase ATXR2	0.38	0.54887
*Glyma.01G204900*	*AT2G22740*	SUVH6, SDG23|SU(VAR)3-9 homolog 6	0.40	0.514298
*Glyma.18G282700*	*AT1G05830*	ATX2|trithorax-like protein 2	0.40	0.524246
*Glyma.12G102400*	*AT4G15180*	SDG2, ATXR3|SET domain protein 2	0.45	0.446104
*Glyma.09G052200*	*AT5G42400*	ATXR7, SDG25|SET domain protein 25	0.49	0.445646
*Glyma.20G168900*	*AT1G76710*	ASHH1|SET domain group 26	0.55	0.376492
*Glyma.06G117700*	*AT1G77300*	EFS, SDG8, CCR1, ASHH2, LAZ2|histone methyltransferases(H3-K4 specific);histone methyltransferases(H3-K36 specific)	0.60	0.345329
*Glyma.08G258500*	*AT1G05830*	ATX2|trithorax-like protein 2	0.76	0.545905
*Glyma.18G285900*	*AT5G24330*	ATXR6, SDG34|ARABIDOPSIS TRITHORAX-RELATED PROTEIN 6	1.08	0.247913
*Glyma.16G207200*	*AT2G44150*	ASHH3, SDG7|histone-lysine N-methyltransferase ASHH3	1.65	0.024473
*Glyma.01G202700*	*AT2G22740*	SUVH6, SDG23|SU(VAR)3-9 homolog 6	2.64	0.077437
*Glyma.06G223300*	*AT4G30860*	ASHR3, SDG4|SET domain group 4	2.79	0.003304

**Figure 6:**
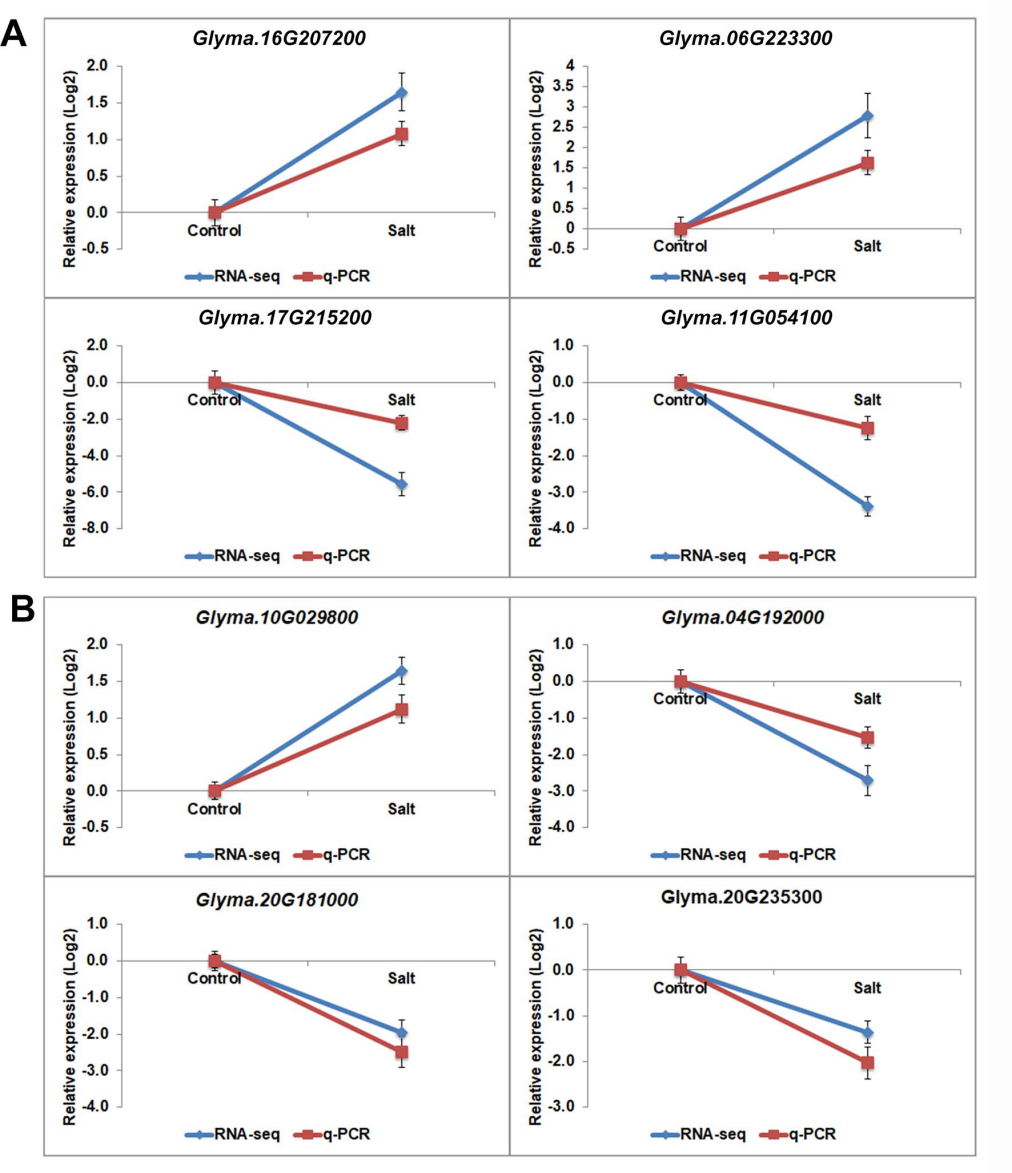
The gene expression pattern of selected histone modifier genes analyzed by RNA-seq and q-PCR. mRNA expression levels of 4 histone methyltransferases **(A)** and histone demethylasesgenes **(B)** with differential expression levels in salt-treated soybean compared to control plants. Graphs show the relative expression levels analyzed by RNA-seq and by qPCR which normalized to a *Tubulin* (*Glyma.05G203800*) reference gene. Error bars represent standard deviation (SD).

Jumonji C (JmjC) proteins are known to demethylate all of the mono-, di and trimethylated lysines of histones (Chen et al., 2011). There are over 20 JmjC proteins have been discovered in *Arabidopsis* which are able to demethylate lysine H3K4, H3K9, H3K27, and H3K36. We checked the expression pattern of 21 JmjC proteins in salt-treated soybeans (**Table 5**). 

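All 21 JmjC genes of Table 5 could be tested. With limma over control replicates 1 and 2 and salt replicates 1 and 3, Glyma.20G181000 was called down- and Glyma.10G029800 up-regulated. The unadjusted p-value gave 3 down- and 1 up-regulated, and no gene was called when adjusted over the list alone (0 up and 0 down). The median Log2FC of the 21 genes was −0.09, with a range from −5.09 to 1.64. Relative to all tested genes the median was higher by 0.31 with the authors' size factors and with median-ratio scaling and by 0.30 with upper-quartile scaling, but it was lower, by −0.43 with quantile normalization and −0.16 with libraries of equal sum, so its direction flips with the scaling. Limma's camera gave p = 0.942 for the list, camera with an estimated correlation 0.973 and fry 0.338. Glyma.10G029800 had 234.6, 245.7 and 241.7 normalized counts in control replicates 1, 2 and 3 and 710.5, 208.5 and 792.5 in salt replicates 1, 2 and 3, and its Log2FC was 1.64 (SE 0.20, adjusted p = 0.0274 from limma). Over all 6 libraries this was 1.02 (SE 0.62, adjusted p = 0.256 from limma) and the gene was not called, whereas with median-ratio scaling of the 6 libraries it was (1.53). Glyma.20G235300 changed by −1.38 (SE 0.29, adjusted p = 0.0650 from limma) and by −1.94 over all 6 libraries (SE 0.63, adjusted p = 0.0581). Across all 6 libraries 2 JmjC genes were down- and 0 up-regulated (1 and 0 adjusted over the list alone, 6 and 0 unadjusted). The down-regulated count fell to 0 without control replicate 1, 2 or 3 and rose to 8 without salt replicate 3.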

Interestingly, we found that 3 of JmjC proteins were down-regulated, and 1 was up-regulated (**Table 5** and **Figure 6B**). 

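Glyma.04G192000 had 85.82, 90.8 and 131.0 normalized counts in control replicates 1, 2 and 3 and 9.18, 7.0 and 17.81 in salt replicates 1, 2 and 3. Its Log2FC was −2.78 (SE 0.52, adjusted p = 0.0539 from limma) over the 4 libraries of the authors' mean and −3.25 over all 6, where it was called (SE 0.61, adjusted p = 0.00818). Glyma.20G181000 fell from 192.8, 211.9 and 199.7 to 58.75, 13.5 and 44.53, with Log2FCs of −1.98 (SE 0.30, adjusted p = 0.0382 from limma) and −2.61 (SE 0.67, adjusted p = 0.0266). With array weights or a variance prior without trend, limma called neither gene over the 4 libraries.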

2 of down-regulated genes, *Glyma.04G192000* and *Glyma.20G181000*, are homologues to *Arabidopsis* *Early flowering 6* (*REF6*) and *Relative of ELF6* (*ELF6*) which are known demethylases to mediate histone methylation (Yu et al., 2008; Lu et al., 2011). These results indicated the involvement of histone modifiers in the changing H3K27me3, subsequently transcript levels during salt stress.

**Table 5:** Expression profile of the histone demethylases in soybean.

Gene	*Arabidopsis* homologues and Annotation		Log_2_ FC	*p*-value
*Glyma.04G192000*	*AT3G48430*	REF6|relative of early flowering	−2.71	0.0017
*Glyma.20G181000*	*AT5G04240*	ELF6|Zinc finger (C2H2 type) family protein/transcription factor jumonji (jmj) family prote	−1.97	0.0032
*Glyma.04G185900*	*AT5G63080*	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	−1.87	0.1304
*Glyma.06G174000*	*AT3G48430*	REF6|relative of early flowering 6	−1.48	0.1951
*Glyma.19G064000*	*AT1G62310*	Transcription factor jumonji (jmjC) domain-containing protein	−1.43	0.0825
*Glyma.20G235300*	*AT1G09060*	Zinc finger, RING-type;Transcription factor jumonji/aspartyl beta-hydroxylas	−1.36	0.0271
*Glyma.14G159400*	*AT1G11950*	Transcription factor jumonji (jmjC) domain-containing protein	−0.99	0.5115
*Glyma.12G055000*	*AT3G20810*	JMJD5|2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protei	−0.25	0.6778
*Glyma.11G130600*	*AT3G20810*	JMJD5|2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	−0.03	0.9667
*Glyma.10G209600*	*AT5G04240*	ELF6|Zinc finger (C2H2 type) family protein/transcription factor jumonji (jmj) family protein	0.13	0.8604
*Glyma.19G068800*	*AT4G00990*	Transcription factor jumonji (jmjC) domain-containing protein	0.16	0.7779
*Glyma.02G144300*	*AT5G19840*	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	0.16	0.8740
*Glyma.09G207400*	*AT5G46910*	Transcription factor jumonji (jmj) family protein/zinc finger (C5HC2 type) family protein	0.26	0.6988
*Glyma.11G023700*	*AT1G63490*	transcription factor jumonji (jmjC) domain-containing protein	0.36	0.5608
*Glyma.20G104900*	*AT4G00990*	Transcription factor jumonji (jmjC) domain-containing protein	0.48	0.6567
*Glyma.07G263200*	*AT1G11950*	Transcription factor jumonji (jmjC) domain-containing protein	0.60	0.4016
*Glyma.10G284500*	*AT4G00990*	Transcription factor jumonji (jmjC) domain-containing protein	0.74	0.4306
*Glyma.10G153000*	*AT1G09060*	Zinc finger, RING-type;Transcription factor jumonji	0.88	0.1398
*Glyma.01G219800*	*AT1G63490*	transcription factor jumonji (jmjC) domain-containing protein	0.92	0.1816
*Glyma.01G014700*	*AT5G46910*	Transcription factor jumonji (jmj) family protein/zinc finger (C5HC2 type) family protei	1.36	0.0890
*Glyma.10G029800*	*AT5G19840*	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	1.65	0.0037

### Overexpression of One Soybean Gene Enhances the Salt Tolerance in Transgenic *Arabidopsis*

The differentially expressed genes identified through RNA-seq were considered to be preferentially genes involved in abiotic stress responses, suggesting their stress regulation in the soybean plants. 

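Glyma.17G022500 had 32, 20 and 51 reads (18.31, 10.26 and 17.0 normalized counts) in control replicates 1, 2 and 3 and 0 reads in all 3 salt replicates. Taking 3 reads as the limit that a count of 0 allows, its expression in salt was at least 2.63-fold lower over the 4 libraries of the authors' mean. It was called by limma over these (adjusted p = 0.0224) and over all 6 libraries (adjusted p = 0.0003), and not by edgeR (adjusted p = 0.0647).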

To investigate whether these genes would affect the stress response, we selected one of mis-regulated genes, *Glyma.17G022500* and studied its effect on salt tolerance or sensitivity in *Arabidopsis*. The transgenic *Arabidopsis* plants containing *Glyma.17G022500* under the control of the *CaMV35S* promoter in the *pCAMBIA1301* vector were generated. Independent transgenic lines were obtained by Hygromycin-resistance selection and confirmed by genotyping PCR. The homozygous T3 generation of three independent overexpression lines, namely OE-1, OE-2, OE-3, and the control line (WT) were used for further analysis (**Supplementary Figure 5**). To avoid adverse effects of salt treatment on germination, we transferred 5 days’ seedlings of WT, OE-1, OE-2, and OE-3, from MS plates to MS medium containing 150 mM of salt and grew them for an additional 5 days under SD conditions. After 5 days salt stress, the transgenic *Glyma.17G022500* lines displayed a higher salt tolerance than the WT plants (**Figure 7**). As shown in **Figure 7A**, the WT plants became severely wilted and impaired with white cotyledons and leaves after salt stress. However, the transgenic *Glyma.17G022500* lines showed more open, green leaves in all three independent lines (**Figure 7A**). The *Glyma.17G022500* transgenic lines displayed significantly higher survival rate than the WT plants after salt treatment (**Figure 7B**). Furthermore, we found that the roots in the transgenic lines grew longer than that in the WT plants on salt plates (**Figure 7C**). These results indicate that overexpression of *Glyma.17G022500* enhances *Arabidopsis* salt stress tolerance which confirmed our RNA-seq results.

**Figure 7:**
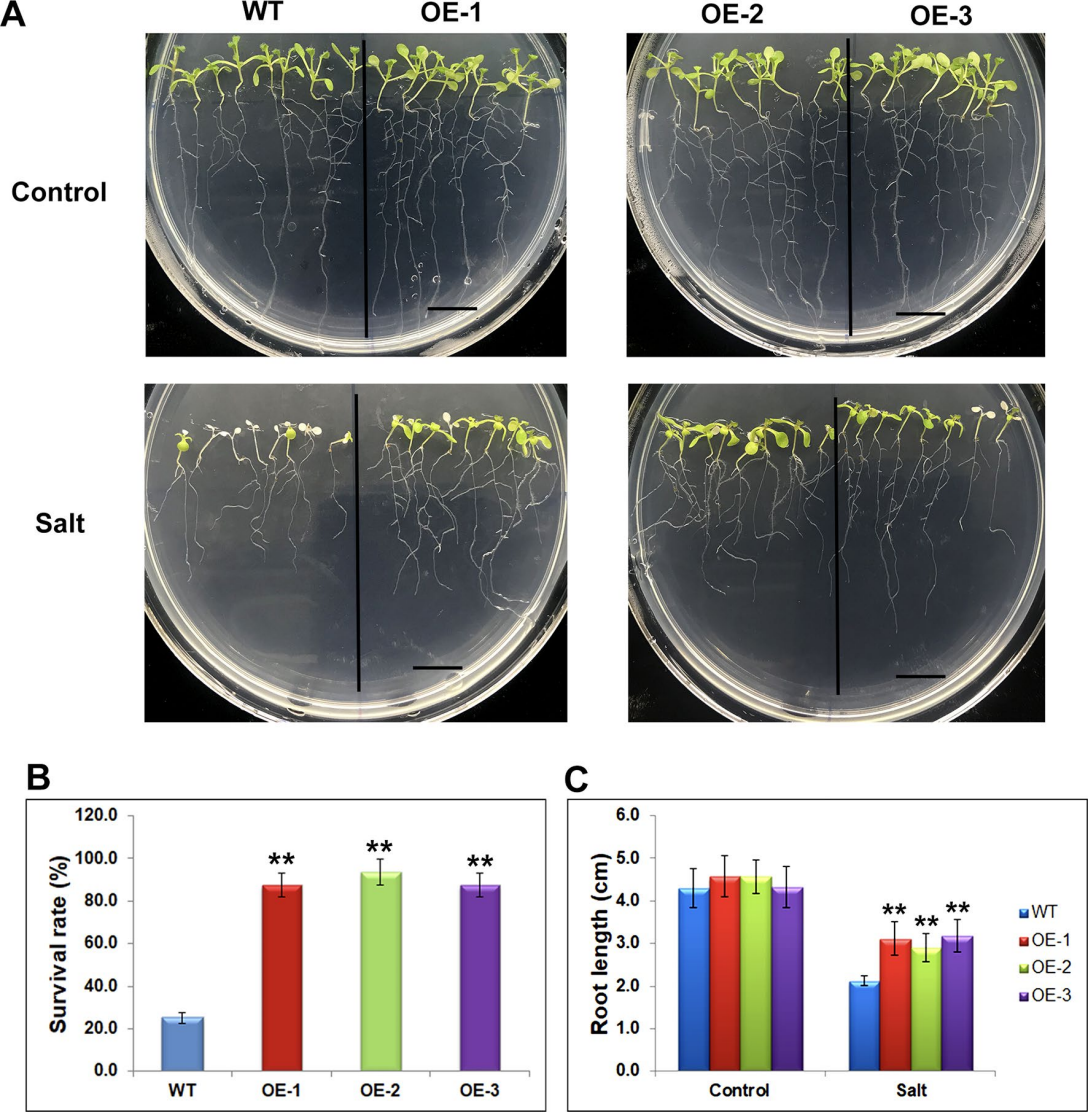
Phenotypes of *Glyma.17g022500* transgenic plants under salt stress. **(A)** Salt tolerance assay of the *Glyma.17g022500* overexpression (OE) lines, OE-1, OE-2, OE-3 plants. WT, OE-1, OE-2 and OE-3 seedlings at 5 DAG were transferred from MS medium to MS medium containing 150 mM salt and grown for an additional 5 days. Bar = 1 cm. **(B)** Survival rate of the plants in **(A)** under salt stress. The data presented are the mean ± SD (n = 50). **(C)** Root length of seedlings grown on medium with and without salt. Root length was measured after 5 days of growth on MS or MS with salt (n = 50). Significant differences from the WT (Student’s t test) are marked with asterisks (**P <0.01).

## Discussion

The soybean gene methylation pattern is characteristic of plant methylation pattern. Here, we investigated the modification profiles of H3K27me3 after salt stress treatment in soybean. H3K27me3 was detected mainly in TSS and TES regions and 1,707 annotated genes were identified with H3K27me3 marks (**Figure 4**), which displayed the conservation and divergence of epigenetic patterns to previous studies in *Arabidopsis* (Zhang et al., 2007; Kim et al., 2012b). We further analyzed K27, *de novo*_K27 genes as well as DEGs and revealed different dynamic changes in H3K27me3 profiles taking place upon salt stress. The specific H3K27me3 patterns including *de novo* methylation at up-regulated and down-regulated genes were identified during the stress treatment. In addition, a comprehensive overview of the histone modifiers were identified which may regulate differential H3K27me3 modification leading to activation or inactivation of gene expression during salt stress in soybean.The certain proportion of H3K27me3-modified genes without expression support also implies that the H3K27me3 level may be associated with expression levels of a subset of genes in soybean genome by working together with other factors, such as the HMT, SDG proteins which bind the H3K27me3 site (Papp and Muller, 2006; Schuettengruber et al., 2011; Thorstensen et al., 2011).

The differentially expressed genes identified in this study were considered to be the key genes involved in the stress response mechanism in the plants. Some of them have been shown to be related to salt response in soybean. For example, *GmSALT3/GmCHX1* (*Glyma.03G171600*) which is a gene associated with salt tolerance with great potential for soybean improvement showed down-regulated expression pattern after salt treatment (Guan et al., 2014; Qi et al., 2014; Liu et al., 2016). The Na +/H+ antiporter gene *GmNHX1* (*Glyma.20G229900*) which can enhance salt tolerance of soybean roots (Li et al., 2006; Sun et al., 2006; Yang et al., 2017). 

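Glyma.20G229900 had 621.9, 630.5 and 583.0 normalized counts in control replicates 1, 2 and 3 and 293.8, 77.5 and 204.8 in salt replicates 1, 2 and 3. The Log2FC was −1.35 (SE 0.28, adjusted p = 0.0646 from limma) over the 4 libraries of the authors' mean and −1.87 (SE 0.60, adjusted p = 0.0554) over all 6, so the gene was lower in every salt library without passing the threshold for a call.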

A soybean glycogen synthase kinase 3 gene which can enhance tolerance to salt was up-regulated in salt treated soybean in this study (Wang et al., 2018). Other known salt responsive genes identified through RNA-seq analysis (Zeng et al., 2019) such as *Glyma.02G228100*, *Glyma.04G180400*, *Glyma.03G226000*, *Glyma.08G189600*, *Glyma.02G228100* et al., were also identified in this study. 

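Glyma.02G228100 fell from 802.1, 797.2 and 739.0 normalized counts in control replicates 1, 2 and 3 to 11.02, 14.0 and 89.05 in salt replicates 1, 2 and 3. Its Log2FC was −4.67 (SE 1.19, adjusted p = 0.0912 from limma) over the 4 libraries of the authors' mean and −5.01 over all 6, where it was called (SE 0.83, adjusted p = 0.00488). Glyma.04G180400 fell from 236.3, 240.1 and 213.0 to 33.05, 9.0 and 48.09 and was called in both comparisons, with Log2FCs of −2.58 (SE 0.33, adjusted p = 0.0295 from limma) and −3.23 (SE 0.72, adjusted p = 0.0157). Glyma.08G189600, with 56, 53 and 83 reads in the control replicates, was listed at 0 in every salt replicate, at least 5.46-fold lower (adjusted p = 0.0224 from limma over 4 libraries and 0.000245 over 6).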

We also identified new candidate genes for salt response in soybean. For example, the gene on Chr. 

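Glyma.07G110300 had 0, 3 and 1 reads (0, 1.54 and 0.33 normalized counts) in control replicates 1, 2 and 3 and 2 reads in each of salt replicates 1, 2 and 3 (3.67, 1.0 and 3.56 normalized counts). All 6 libraries were at 3 reads or fewer, so a difference in its expression was not detectable at this depth and no fold change is given (adjusted p = 0.272 from limma over 4 libraries and 0.126 over 6).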

7, *Glyma.07G110300*, which was up-regulated in the salt-treated plants (**Figure 3**) was annotated as “UDP-glucosyltransferase superfamily protein” in this study, which was in agreement with earlier observations that the glucosyltransferase modulates abiotic stress tolerance in *Arabidopsis* (Tognetti et al., 2010; Liu et al., 2015). 

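Glyma.04G131800 had 182.5, 155.4 and 167.3 normalized counts in control replicates 1, 2 and 3 and 475.5, 122.0 and 400.7 in salt replicates 1, 2 and 3. Over the 4 libraries of the authors' mean its Log2FC was 1.37 (SE 0.24), just past limma's threshold (adjusted p = 0.0490), and edgeR did not call it (adjusted p = 0.0520). Over all 6 libraries the Log2FC was 0.76 (SE 0.63, adjusted p = 0.398 from limma) and with median-ratio scaling of these 1.27, and with libraries of equal sum it turned to −0.26 over the 4.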

The gene *Glyma.04G131800*, which was annotated as “prohibitin-3, mitochondrial”, was also up-regulated in the salt-treated soybeans (**Figure 3**). The members of prohibitin family acted in stress response (Wang et al., 2010; Seguel et al., 2018). The gene *Glyma.04G187000* encodes a histone deacetylase which is a histone modifier with direct function in regulation of stress response in plants (Chen and Wu, 2010; Chen et al., 2010; Luo et al., 2012b; Zheng et al., 2016). Overexpression of one mis-regulated gene, *Glyma.17G022500*, in *Arabidopsis* resulted in higher survival rates than those in WT lines under salt stress (**Figure 7B**), and the resistance to salt was significantly different (**Figure 7**). Therefore, we conclude that *Glyma.17G022500* has an important effect on resistance to salt stress. This analysis of gene expression patterns between control and salt plants provides a number of candidate genes which might be directly or indirectly involved in the stress response trait. The further genetic analysis and transformation experiments could be used to confirm their roles in salt stress response in the soybean genotypes.

The repression of genes in development mediated by H3K27me3 modification is a highly conserved mechanism in both plants and animals. There are several thousand genes, ∼ 20% of all transcribed genes, are marked by such modifications in *Arabidopsis* (Zhang et al., 2007; Hennig and Derkacheva, 2009; Lu et al., 2011; Kim et al., 2012b; Xu et al., 2018). Here, there are only ∼2,000 (5%) genes identified as H3K27me3 marked genes in soybean which is lower than the average percentage in *Arabidopsis*. Our results showed that H3K27me3 was correlated with only small parts of genome-wide transcript changes of mis-regulated genes during salt stress response in soybean (**Tables 2** and **3**). This may be due to H3K27me3 not being the only repressive histone modification marks for gene silencing in soybean since other repressive or active histone modification marks may play a vital role in regulating gene expression in response to stress (Chinnusamy and Zhu, 2009; Kim et al., 2012a; Liew et al., 2013; Zong et al., 2013; Yang et al., 2014; Liu et al., 2018). It has been reported that many histone modification marks such as active marks: H3K27ac, H3K4me3, H3K36me3, H3K9ac, and repressive marks: H3K9me3, H2K119ub (Bratzel et al., 2010; Gu et al., 2013; Yang et al., 2014; Xu et al., 2016), are known to be positively or negatively correlated with active or silencing transcription in plants. Indeed, here we found the gene of *Glyma.04G187000* which encodes a histone deacetylase was up-regulated in soybean under salt stress (**Figure 3**), suggesting that it may regulate gene expression through histone acetylation.

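Glyma.04G187000 had 132.7, 120.6 and 114.7 normalized counts in control replicates 1, 2 and 3 and 44.06, 87.5 and 516.5 in salt replicates 1, 2 and 3. The salt libraries went opposite ways, with a Log2FC of −1.52 in salt replicate 1 alone and 2.03 in salt replicate 3 alone. Over both it was 0.25 (SE 1.40, adjusted p = 0.913 from limma), over all 6 libraries 0.04 (SE 0.90, adjusted p = 0.979), and with libraries of equal sum it turned to −1.34.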

Chromatin accessibility is defined as the availability of DNA sequences for molecular interactions, typically mediated through by DNA binding factors and nucleosomes that are the major factors of chromatin accessibility (van Steensel, 2011). Nucleosome-free regions have been observed in many organisms and are associated with transcriptionally active genes (Henikoff and Shilatifard, 2011). How do these H3K27me3 marks induce silencing of genes expression? The H3K27me3 marks are mainly mediated by Polycomb group (PcG) proteins which cause gene expression by histone modification and nucleosome condensation. Recent studies reported that PcG-mediated H3K27me3 can spread on chromosome and lead to chromatin compaction (Xu et al., 2018). In the absence of PcG genes, the maintenance of chromatin integrity with gene repression by directly associating with target gene loci became lesser extent. The chromatin cannot be a tightly folded structure with lower levels of H3K27me3 modifications (Becker and Workman, 2013; Kingston and Tamkun, 2014). Therefore, more repressive histone marks on a given gene lead to lower transcript levels, whereas less marks cause higher expression levels, which is consistent with our results in this study. Despite K27 or *de novo*_K27 genes, the decreasing in H3K27me3 levels accompanies the de-regulation of gene expression in salt stress treatment (**Figures 3** and **5**). However, *de novo* enrichment of H3K27me3 on target genes leads to repression of expression (**Figures 3** and **5**). These results indicated that H3K27me3 play vital roles in maintaining the appropriate chromatin conformation and integrity, thereby avoiding uncontrolled transcriptional activity when response to abiotic stresses (**Figure 8**).

**Figure 8:**
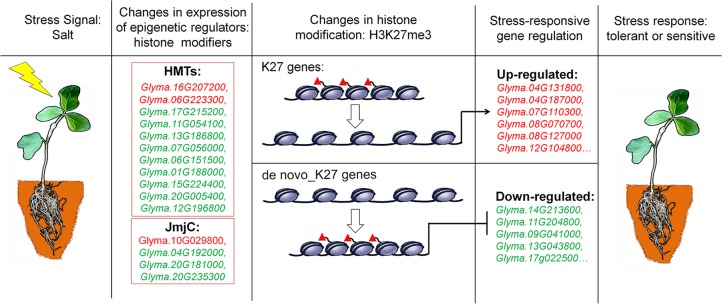
A proposed model for epigenetic regulation of stress response in soybean. Salt stress signals induce changes in the expression of epigenetic regulators of histone modifiers such as histone methyltransferases (HMTs) and histone demethylases (JmjC). These epigenetic regulators specifically modify histone modifications of H3K27me3 on K27 or *de novo*_k27 genes which lead to the expression changes of salt-responsive genes. The different behavior of methylation marks during the response process illustrates that they have distinct roles in the transcriptional response of implicated genes. Genes up-regulated in salt-treated soybean are marked red, and down-regulated are green respectively. Red triangles represent H3K27me3 marks.

Indeed, H3K27me3 was negatively correlated with transcript levels in all organisms. A high level of histone H3K27 methylation results in low transcript levels and low H3K27me3 modification levels, lead to actively transcribed genes (Pu and Sung, 2015). 

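The median normalized count of the 887 K27 genes in the expression table was 52.4 over control replicates 1 and 2, against 51.5 for all 44346 genes, and 42.3 against 35.4 over salt replicates 1 and 3. With control replicate 3 included the control medians were 52.1 and 51.8. Both control replicates 1 and 2 held 3 reads or fewer for 129 (14.5%) of the K27 genes and for 13.8% of all genes. Of 10000 random lists of the same size, 5596 had a control median as low (permutation p = 0.560).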

In our study, we noticed that most H3K27me3 marked genes were identified in control plants with the basal expression levels (**Supplementary Table 3**). The decrease in repressive H3K27me3 marks of most H3K27me3 genes identified in control plants with up-regulated expression in salt stress is consistent with the notion that the absence of repressive chromatin marks could result in the activation of transcript (**Table 2**). However, the fact that the whole H3K27me3 pattern in salt stress plants was greater than that in control plants was unexpected, although consistent with the differential gene expression pattern (**Figure 4**). In other words, most K27me3 marked genes were mainly those with low expression levels, under stressed conditions. In contrast, genome-wide H3K27me3 pattern in salt treated plants did not show such a trend, indicating that new or *de novo* H3K27me3 marks occurred after salt treatment which may underlie the association of salt-responsive patterns, down-regulation, with differential expression levels. Indeed, we found 650 H3K27me3 marked genes which were not trimethylated in control plants gained H3K27me3 marks after salt stress treatment. The *de novo* methylation has been reported that the new modification can occur in a locus-specific manner during development in yeast, plant and animals (Ooi et al., 2007; Bouyer et al., 2011; Morselli et al., 2015; Stewart et al., 2015). This *de novo* methylation event observed in our study largely shapes the methylation pattern of K27 genes after salt treatment, with additional changes occurring in gene expression required for stress response.

In plants and animals, the histone modification of H3K27me3 maintains the developmentally regulated genes in silenced chromatin status. The removal and establishment of H3K27me3 marks at specific target genes is a dynamic and reversible process and is therefore critically important for normal development. These modifications are carried out by the histone modifiers — histone methyltransferases and histone demethylases. To address how methylation and demethylation were well established in salt stress, we identified some modifiers which may cause changes of H3K27me3 pattern and gene expression observed in our study (**Tables 4** and **5**). In plants, all the HMTs have a well-known conserved SET domain and also named as SET domain groups (SDG) proteins (Thorstensen et al., 2011). In *Arabidopsis*, the methyltransferases trimethylate H3K27, including CLF, MEDEA (MEA) and SWINGER (SWN) (Hennig and Derkacheva, 2009; Liu et al., 2010; Butenko and Ohad, 2011; Zheng and Chen, 2011). Here, we found 43 potential HMT genes with expression in control plants which correspond with different *Arabidopsis* HMTs, such as *CLF*, *ATX*, *ATXR*, *SDG* and *SUVH* (**Table 4**). There are 11 genes which showed different expression pattern in salt stress (**Table 4** and **Figure 6A**). Histone methylation was reversible through the JmjC Jumonji C domain containing proteins and the lysine-specific demethylase (LSD1). Interestingly, we found 21 JmjC genes were expressed in control plants and 4 of them showed differential expression levels (**Table 5** and **Figure 6B**). Among them, *Glyma.04G192000* and *Glyma.20G181000* are homologues of *Arabidopsis* *REF6* and *ELF6* respectively, which are well characterized demethylases. It has been reported that the REF6 protein, also known as JMJ12, can specifically demethylate H3K27me3 at its target gene loci to active gene expression (Lu et al., 2011). The *REF6* mutants cause the ectopic accumulation of H3K27me3 at hundreds of genes and a number of defective developmental phenotypes (Yu et al., 2008; Cui et al., 2016; Li et al., 2016). ELF6 identified as an H3K27me2/3-specific demethylase closely related to *REF6* was rquired for removal of H3K27me3 from the *Flowering Locus C* (*FLC*) locus in developing embryos in vernalized plants (Crevillen et al., 2014). These results suggested that these potential HMT or JmjC protein may function as similar roles to response for establishment or removal of H3K27me3 with conserved mechanisms of the dynamic regulation of H3K27me3 between *Arabidopsis* and soybean.

Based on our results and previous studies, we proposed a hypothesis to illustrate epigenetic regulation of salt stress response in soybean (**Figure 8**). The DNA sequence of genes with low expression levels may be tightly wrapped around the nucleosome and blocked from transcript activation by an unknown mechanism. When plants are subjected to salt stress, for K27 marked genes, decreased levels of H3K27me3 mediated by JmjC proteins release the DNA sequence from the nucleosome for the induced transcription process. DNA sequences of genes with high expression levels are often maintained with a low density of nucleosomes and low levels of inactive histone modification. In contrast, for *de novo*_K27 genes under stress conditions, increased modification levels of inactive marks mediated by HMT proteins on target genes can cause chromatin compaction, thus reducing the gene expression level. However, many details, such as how these JmjC and HMT genes find the proper context and being recruited to establish repressive modification in this hypothesis, need to be clarified by further experiments.

Taken together, our findings described here support a model in which H3K27me3 was closely associated to salt responsive genes under stress conditions in soybean. H3K27me3 modification levels were negatively correlated with the expression level changes of a portion of the salt-responsive genes in soybean. The salt stress can cause *de novo* methylation events in gene regulation for stress response. We identified histone methyltransferases and JmjC domain-containing demethylases in soybean, providing an overview of H3K27me3-mediated salt responsive network. These results suggest that histone modifications may play important but largely unknown roles in the stress responses. It will be of interest to determine and explore how these proteins play roles at specific target genes to mediate local histone methylation enrichment when responding to abiotic stress. The information gathered here will be of particular interest for future studies on the evolution of epigenetic-mediated stress mechanism and the divergence of functionality in crop plants. In addition to the potential roles of histone modifications in influencing stress response, the combination of technical innovation such as synthetic biology and genome editing, will allow greater control of conferring stress tolerance for crop improvement in future agriculture.

## Data Availability

The RNA-seq and histone modification ChIP-seq data sets from this article have been deposited in Gene Expression Omnibus (GEO) with accession number GSE133575.

## Author Contributions

LP and YD conceived and designed the experiments. SL, SG, WW, HZ, TG, QL, XY and FX performed the experiments. LP, LS, GS and WG analyzed data. LP, LS and GS wrote the paper. All authors read and approved the manuscript.

## Funding

This work was supported by National Transgenic Major Program (2019ZX08010-002), the National Key Research and Development Program of China (2016YFD0100103), the Agricultural Science and Technology Innovation Project (CXGC2017JQ018, CXGC2017ZD014), National Natural Science Foundation of China (31872805), National key research and development program (2016YFD0100201-19), Central Public-interest Scientific Institution Basal Research Fund (Y2017JC19) and the Innovation Program of Chinese Academy of Agricultural Sciences.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Dynamic Changes in Genome-Wide Histone3 Lysine27 Trimethylation and Gene Expression of Soybean Roots in Response to Salt Stress
**Source:** Front Plant Sci. 2019 Sep 10;10:1031. doi: 10.3389/fpls.2019.01031
**Supplement:** Supplementary file 4

## Supplementary data

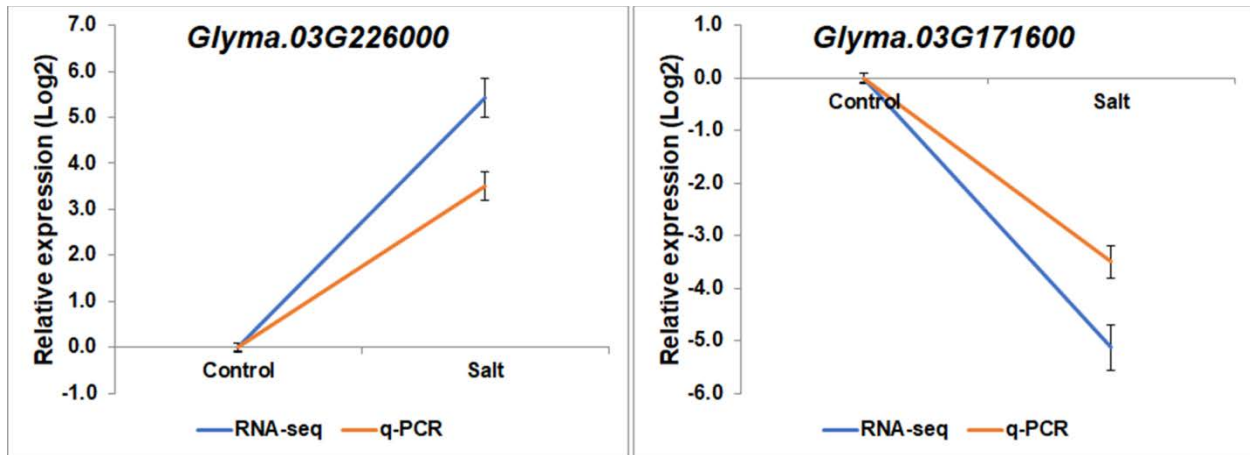

**Supplementary Figure 1.** The gene expression profile of two known soybean salt stress genes analyzed by RNA-seq and q-PCR. Graphs show the relative expression levels of two known soybean salt genes, (*Glyma. 03G226000* and *Glyma. 03G171600*), analyzed by RNA-seq and by qPCR which normalized to a *Tubulin* (*Glyma.05G203800*) reference gene. Error bars represent standard deviation (SD).

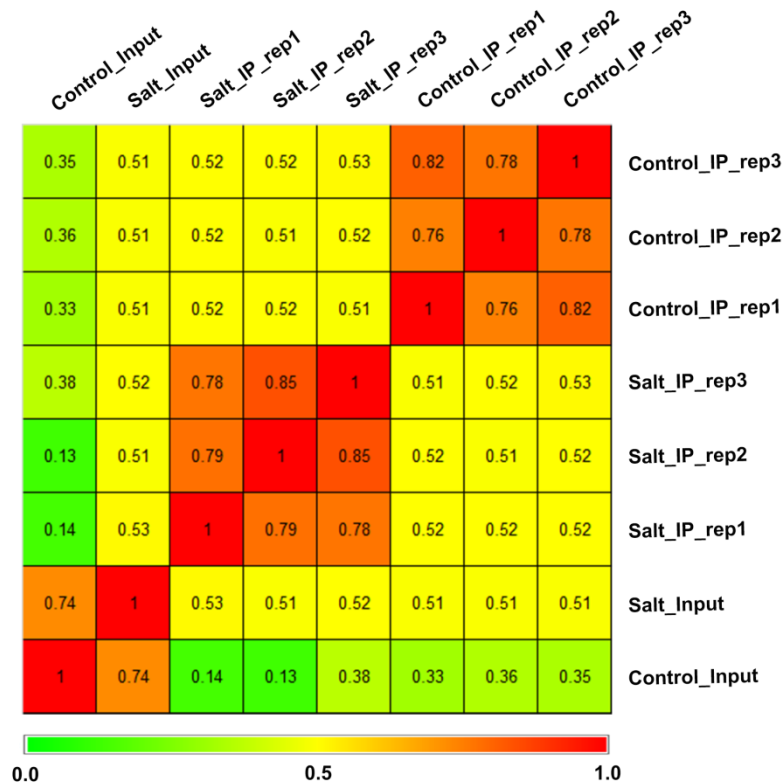

**Supplementary Figure 2.** The correlation coefficient of biological replicates of ChIP-seq data. Verification of ChIP-seq results using Pearson correlation analysis showed high correlation coefficients between the biological replicates for each sample in soybean.

### A. Peak distribution

### B. Data summary

| Samples | Peak #           | Average number | Total length | Average length | Total depth | Annotated gene covered with peaks | Overlapped genes |
|---------|------------------|----------------|--------------|----------------|-------------|-----------------------------------|------------------|
| Control | IP rep1 vs Input | 2574           | 1807045      | 702.04         | 24344548    | 1707                              | 2357             |
|         | IP rep2 vs Input | 3410           | 2597346      | 761.69         | 49161117    |                                   |                  |
|         | IP rep3 vs Input | 2986           | 2197367      | 735.89         | 37865539    |                                   |                  |
| Salt    | IP rep1 vs Input | 1262           | 901367       | 714.24         | 15439126    | 746                               |                  |
|         | IP rep2 vs Input | 1635           | 1148771      | 702.61         | 17422797    |                                   |                  |
|         | IP rep3 vs Input | 1458           | 1036404      | 710.84         | 16578646    |                                   |                  |

**Supplementary Figure 3. ChIP-seq data characteristics. (A)** Peak distribution of ChIP-seq analysis with the following genomic regions: promoter (Up2K, 2 kb upstream of the TSS), downstream (Down2K, 2 kb downstream of the TES) , intergenic, exon and intron regions. **(B)** Summary of ChIP-seq data. The number of total genes with H3K27me3 marks in control and/or salt plants is 2357.

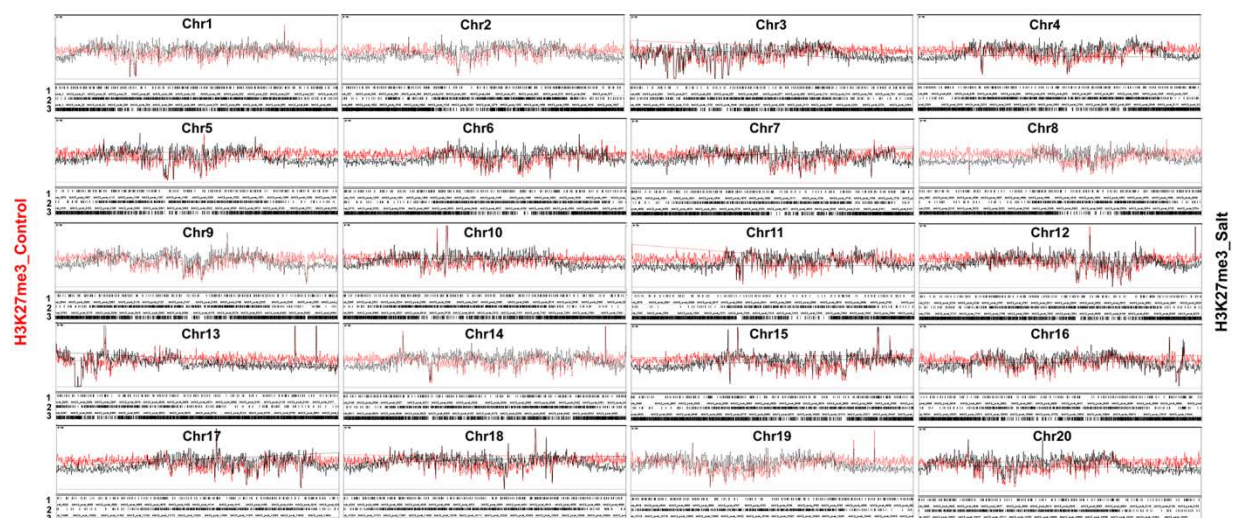

**Supplementary Figure 4.** Chromosomal distribution of H3K27me3 modification sites on all 20 soybean chromosomes. Y-axis represents the input signals for the immunoprecipitation of H3K27me3 in control on the left side (H3K27me3\_Control) and salt-treated soybean on the right side (H3K27me3\_Salt). The comparison of H3K27me3 marked in control (red) and salt (black) plants were shown on all chromosomes. Chr and 5mb represent chromosome and 5 megabase, respectively. 1 and 2 indicate MACS peaks identified for control (1) and salt (2) samples using MACS with the default  $10^{-5}$  p-value cutoff with each input as a control for significant peak calling.

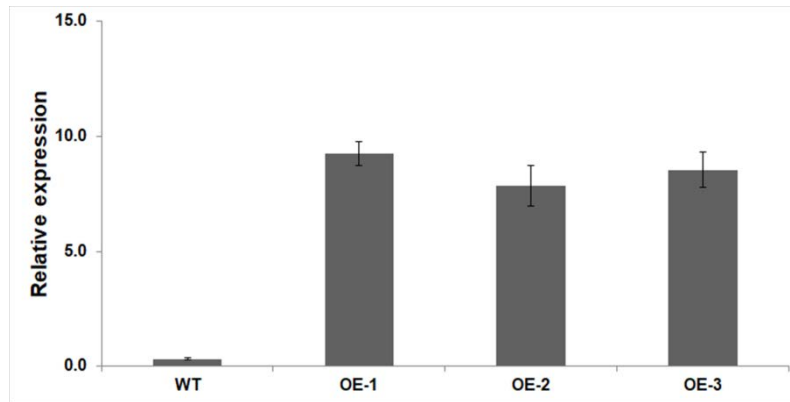

**Supplementary Figure 5.** Expression analysis of *Glyma.17g022500* in transgenic *Arabidopsis*. mRNA expression levels of *Glyma.17g022500* in WT, transgenic *Arabidopsis* OE-1, OE-2, OE-3 plants. Graphs show the relative expression levels measured by qPCR, normalized to a *UBIQUITIN (UBQ)* reference gene. Error bars represent standard deviation (SD).

**Supplementary Table 1.** List of primer sequences used in the experiments.

| Gene            | Sequence                  |                           | Purpose                |
|-----------------|---------------------------|---------------------------|------------------------|
|                 | Forward                   | Reverse                   |                        |
| Glyma.01G188000 | CGCGAATAAAGTGGAGGGTTCA    | GCAGTTCCTTCTCTCCGTTGACAT  | For qPCR               |
| Glyma.01G204900 | GTGGGTTGTGGTTCAACTAATGGT  | CCACTGTCAGTTGTTTGACCAAGA  | For qPCR               |
| Glyma.04G131800 | CCAGAAACCCTACATCTTCGACAT  | GGACCTTTTCATCGTATTTCGAGG  | For qPCR               |
| Glyma.04G187000 | TGGCGAGAGGGGAGAGAGC       | GCGGTGAGGCTTCATCGG        | For qPCR               |
| Glyma.04G192000 | CGAGGTTTTGGCATGGCTGAAA    | AAGGTGGGAAGGGAGGGATGATTT  | For qPCR               |
| Glyma.05G203800 | ATGGCTTCGAGCATCCAACA      | TGACAGAGGTGCCGATTTT       | For qPCR and ChIP-qPCR |
| Glyma.07G110300 | GAATCAGCGGCAAGAACAACA     | GAAGGGTTTGGTGGCAATGTT     | For qPCR and ChIP-qPCR |
| Glyma.08G070700 | AGCTTATGATGGCTCACAACAAGG  | CACAAATTCTCCCATGTCCCTGT   | For qPCR               |
| Glyma.08G127000 | GTGAATGAGGAGATAGGGATTGGG  | CCACCTCCTTGAACCGAACAAT    | For qPCR               |
| Glyma.09G041000 | ATTGCTCTTGCTGGTGGCATT     | CTGGAAAGCAATGGTGTGAGTG    | For qPCR and ChIP-qPCR |
| Glyma.10G029800 | CCGAAGATATGAAGAGCTTCCAAC  | CGGGTGCAATTGAGATACCATA    | For qPCR               |
| Glyma.11G204800 | ACCTTGTTGATGTTGTGGTCATGG  | GGTCTGCCAAACTTGCCTTTAGAT  | For qPCR               |
| Glyma.12G104800 | GAGAACCCCATCTTGTGACAAAAG  | CCCTCTTTTGACATTTGGCCTT    | For qPCR               |
| Glyma.13G043800 | CCCTTCTCTCATCTAATTCTGCTGC | CAACTCAAGCACGTACCCTTCTCTT | For qPCR               |
| Glyma.14G176700 | TTCTGGAAATTTTGCTGTGGCC    | GGGGTGTTCATGATCTGTGGTT    | For qPCR               |
| Glyma.14G213600 | ATGGCGAAAAGGAGCATGTGT     | TTATAAGCCGAGTACGTCGCTGA   | For qPCR               |
| Glyma.19G124100 | TGGAACACCATTTTGGTCAAGG    | AGAAACACACACAAAAGGGGCA    | For qPCR               |
| Glyma.20G168900 | CCAATACAACCAGTTGCTCAGATG  | ACATGCATTGTCAGGGTCATCA    | For qPCR               |
| Glyma.20G181000 | GGTAGTGTTGAAATCCCCAATTGG  | GGTTTGGGCAACGGTGGTATAAT   | For qPCR               |
| Glyma.20G235300 | GGTGCAAAAGGTCCGATGGTAA    | ACGACAGTGAATGCGACTTCTCT   | For qPCR               |
| Glyma.04G131800 | TTAAGTGCAGTCCCTAACTTCGAGG | AAGCTGCATCAGCCGCATTT      | For ChIP-qPCR          |
| Glyma.04G187000 | AGTGGTCTTTAAGCTCCAG       | GAGTTTGAGGATGGTGAAC       | For ChIP-qPCR          |
| Glyma.13G043800 | GGTTAATTAGCTCACCTCAGAG    | CCAAGCCCTTGAGTCTTAA       | For ChIP-qPCR          |
| Glyma.14G213600 | ACTATGGTTCGTTGCTTTTGCTTTG | TGCAACACACGAACCACAATTACA  | For ChIP-qPCR          |
| Glyma.17g022500 | ATGACCTCTGATCATGCTTCCG    | AGACCAATGAGAAGGGCAGTGA    | For ChIP-qPCR and qPCR |
|                 | ATGGCTGTGGAAGCATTGTA      | TTAAGTGCAATGCCACTG        | For full length cDNA   |
| UBQ             | ATGCAGATTTTCGTGAAAACGC    | CAAAGTCGACTCTTCTGGATG     | For qPCR               |

**Supplementary Table 2.** Summary of RNA-seq data.

| Sample       | Total reads | Quality filtered reads | Uniquely mapped reads | Mapped rate (%) | Correlation coefficient (R)      |
|--------------|-------------|------------------------|-----------------------|-----------------|----------------------------------|
| Control_rep1 | 46226862    | 44201228               | 42720846              | 96.65           | 1&2=0.85<br>1&3=0.89<br>2&3=0.86 |
| Control_rep2 | 51265272    | 49134852               | 47431628              | 96.53           |                                  |
| Control_rep3 | 50384960    | 48234122               | 46590396              | 96.59           |                                  |

|           |          |          |          |       |                                  |
|-----------|----------|----------|----------|-------|----------------------------------|
| Salt_rep1 | 42673942 | 40656396 | 36244302 | 89.15 | 1&2=0.79<br>1&3=0.83<br>2&3=0.85 |
| Salt_rep2 | 54498130 | 50711174 | 48159942 | 94.97 |                                  |
| Salt_rep3 | 51367822 | 48368815 | 44527591 | 92.06 |                                  |

**Supplementary Table 3.** Expression profile of control and salt-treated soybean analyzed by RNA-seq (See excel file).

**Supplementary Table 4.** Summary of ChIP-seq data.

| Sample Name |         | Total Reads | Mapped Reads | Mapped Rate (%) | UniqReads |
|-------------|---------|-------------|--------------|-----------------|-----------|
| Control     | IP_rep1 | 32309878    | 24359067     | 75.39           | 11323797  |
|             | IP_rep2 | 52498286    | 39650520     | 75.53           | 18464272  |
|             | IP_rep3 | 53376582    | 41014566     | 76.84           | 19082956  |
| Salt        | IP_rep1 | 50123780    | 39909225     | 79.62           | 16346722  |
|             | IP_rep2 | 50123476    | 39762243     | 79.33           | 16478284  |
|             | IP_rep3 | 51702528    | 41692918     | 80.64           | 17177857  |

**Supplementary Table 5.** The list of genes with H3K27me3 modification in control soybean plants (See excel file).

**Supplementary Table 6.** The list of genes with *de novo* H3K27me3 modification in salt-treated soybean plants (See excel file).

How the deposited data were processed for this re-analysis (not part of the article)

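The expression data come from roots of soybean Williams 82 grown with 0 or 100 mM NaCl for 30 h, with 3 libraries per group. The ChIP-seq and qPCR experiments of the paper were not analysed here. According to the paper, polyA+ RNA was made into stranded libraries, sequenced as paired-end reads and aligned with TopHat2 to Wm82.a2.v1, and expression was quantified with Cufflinks; the text does not name the tool of the differential test. The authors deposited 1 table with 44346 genes.

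The 6 columns of values per library hold a signal that the authors made by dividing read counts per gene by 1 size factor per library, as found from the values: each was a whole multiple of the step of its library. They were treated as normalized counts, and whole reads were recovered by dividing each value by that step. The factors of control replicate 3 and salt replicate 2 are exactly 3 and 2, which averages of 3 and 2 whole counts would also give, so for these libraries the recovered reads are in doubt. The mean column holds a signal that the authors averaged over control replicates 1 and 2 and salt replicates 1 and 3, as a regression of that column on the 6 libraries showed. The log2 fold changes, as deposited by the authors, are those of salt over control. The p-value and adjusted p-value columns were made by the authors, by a tool that the paper's text does not name, and the adjusted p-value is empty for 8597 genes. DESeq2 on the recovered reads of the same 4 libraries gave log2 fold changes within 4.96e-07 of the deposited ones for 44346 genes.

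Between 17357153 and 33397984 reads per library were recovered on genes. Shares of reads carry 95% Wilson intervals, and 3 reads were taken as the limit that a count of 0 allows. Both cover counting error only, since the reads carry no molecular identifiers.

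The choices below were made before the table was seen, on the assumption that it held FPKM values, apart from those marked as later. Groups were taken from the sample labels. Salt was compared with control by limma (lmFit and eBayes with trend) on log2(value + 0.1), two-sided, with Benjamini-Hochberg adjustment, over genes with a mean value of at least 0.5, and genes were called at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. No replicate block was used, since the labels do not say that equal replicate numbers share a batch. The comparison so fixed used all 6 libraries. A later departure is that the 4 libraries behind the authors' mean are reported first: control replicate 3 and salt replicate 2 do not enter the authors' mean or fold changes. The comparison over all 6 libraries is given beside it. Although the table turned out to hold normalized counts, limma on log2 values stayed the reported test, with edgeR's quasi-likelihood test and DESeq2 on the recovered reads as alternatives.

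Named genes were chosen by a rule: every gene that the paper names in its text, figures or Tables 4 and 5, and of the called genes with a mean of at least 1 and no overlap between the groups the 2 with the largest increase and the 2 with the largest decrease. As a departure from it, of Tables 4 and 5 only the 11 and 4 genes that the paper calls at its unadjusted p-value were taken singly, and the other listed genes were reported as lists. This gave 47 genes, of which 46 were tested, 15 were called over the 4 libraries and 29 over all 6. The reference table at hand does not pair Glyma identifiers with names, so the planned tests of transcription factor families and functional groups could not be run.

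Lists were the histone methyltransferase genes of Table 4, the JmjC genes of Table 5, the K27 genes of Supplementary Table 5 and the de novo_K27 genes of Supplementary Table 6. The copy of Supplementary Table 3 at hand was incomplete and not used here. For each list, calls were counted over all tested genes and adjusted over the list alone. One-sided hypergeometric tests used all tested genes as background. Random lists (10000 per list) were matched on mean expression in 20 bins. Limma's camera was run with a preset correlation of 0.01, and fry and camera with an estimated correlation stood beside it. The paper selected the genes of Tables 4 and 5 that it names on these same libraries, so their calls are not independent evidence.

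The alternatives were pseudocounts of 1 and 0.01, all genes, genes with a mean of at least 1, median-ratio, upper-quartile and quantile scaling, scaling to equal sums, a variance prior without trend, array weights, a replicate block, adjusted p-values without a fold change limit, unadjusted p-values, edgeR and DESeq2, matched backgrounds, and leaving out each library in turn. Without 1 of 4 libraries a group has a single library left, so only values are given there. For the lists and named genes, edgeR, DESeq2, all 6 libraries, the replicate block over them, the estimated correlation and counts by fold change alone were added after the data were seen.

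The similarity of 2 libraries was measured on genes with at least 200 reads in both together, as the median squared deviation of their split of reads, divided by that of binomial sampling. For a library against 2 others, their reads were summed. The recovery of reads, the limma, edgeR and DESeq2 fits and the comparison of 1 library with 2 others were tested on simulated data. These had 44346 genes, of which 200 changed 4-fold, with a dispersion of 0.02 in both groups. This lies between the values found within the control group (0.000852) and the salt group (0.552). The salt libraries thus vary far more than those simulated, and the counts below do not measure power in these data. The other scalings, weights, splits and list tests were not simulated. Limma called 195 of the 200 over 4 libraries and 200 over 6, edgeR 199 and 200, and DESeq2 191 and 200.

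R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used, each on a single thread with fixed seeds.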

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

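The tests in this part were all chosen after the results were seen. Each item is a signal in data that the paper does not report on.

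Control replicate 3 and salt replicate 2, the libraries outside the authors' mean, were set apart from the other 4 by 32 genes. Of these, 16 held 3 reads or fewer in both and at least 100 reads in each of the other 4 libraries, and 16 the reverse. The other 8 pairings of a control and a salt library showed 0 such genes of either kind. Of the 16 genes read only in this pair, 7 lie on chromosome 13, with identifiers from Glyma.13G012200 to Glyma.13G022200. A separate plant of another genotype is argued against for salt replicate 2 over its genes as a whole. Its median squared deviation from the summed reads of salt replicates 1 and 3 was 1.05 times that of sampling. A separate plant would reach at least the 1.39 that was the lowest value of a control library against the other 2. As a median over 13231 genes, this value cannot show a difference limited to the 32 genes. For control replicate 3 alone another genotype was not tested. Counting with other settings or another gene set for the pair cannot be told apart, since the count of 32 defines the pattern and so does not test it. The tables hold no record of how each library was counted. The design names no biological difference that pairs a control with a salt library.

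The genes Glyma.07G262900 and Glyma.11G063200, which the paper does not discuss, had 3 reads or fewer in every control library. Set against 3 reads per control library, they were 692-fold and 476-fold higher in salt over the 4 libraries of the authors' mean, and 462-fold and 221-fold without salt replicate 1. They were selected by the rule for the largest changes. The authors' scaling was tested as an explanation: over all scalings, tests and sets of libraries tried, the lowest log2 fold change of the pair was 7.05, which argues against it. Reads shared between paralogs were not tested, as no sequence was at hand, and the labels name no batches. The salt treatment, which the design names, stays among the open explanations.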

How the results depend on the processing

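All settings of the counts of called genes were chosen before the results were seen, except the use of the 4 libraries of the authors' mean as the first set. For the lists and single genes, edgeR, DESeq2, all 6 libraries and the replicate block over them were chosen only after. Unless a sentence names the cause, the cause was not tested.

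Over the 4 libraries limma called 2546 genes up- and 4528 down-regulated, and of 15 alternatives 10 kept the up-regulated count within 1.5-fold, 10 the down-regulated count and 8 both. The up-regulated count moved to 951 with libraries of equal sum, to 1595 without trend, to 1242 with array weights and to 4646 with DESeq2. The down-regulated count moved to 16663 with libraries of equal sum, to 632 with array weights, to 2492 with edgeR and to 9177 over all 6 libraries. Unadjusted p-values gave 5382 and 8479, by the construction of the threshold. Down-regulated genes were the more numerous ones under each setting except DESeq2 and array weights.

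Over all 6 libraries, with 2304 up- and 9177 down-regulated genes, the up-regulated count moved to 6696 with median-ratio scaling, 6048 with upper-quartile scaling, 7849 with quantile normalization, 7430 with edgeR, 8457 with DESeq2 and 3783 unadjusted. Each of the first 5 settings sets aside the size factors of the authors, of which that of salt replicate 2 puts its values on a lower scale. The down-regulated count moved to 23949 with libraries of equal sum and to 5759 with array weights. Across the 6 fits that each left out 1 library, the counts ran from 698 to 5541 up- and from 3777 to 13827 down-regulated genes. The lowest up-regulated counts came without control replicate 1, 2 or 3 (698, 708 and 746) and the highest without salt replicate 2. With 1 of the 4 libraries left out, a group has a single library, and no such counts are given.

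With the replicate block, the counts over all 6 libraries were 2889 up- and 10786 down-regulated. Equal numbers do not pair the samples: across genes, the deviations of the control and salt library of the same number from their group means had correlations of 0.139 for replicate 1, −0.550 for replicate 2 and −0.116 for replicate 3. Among the 4 libraries the groups share replicate number 1 alone, so a block could not be fitted there.

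Of the histone methyltransferase genes 4 were called, and 24 with libraries of equal sum, 1 with array weights, 9 unadjusted, 7 with DESeq2, 10 over all 6 libraries and 8 over these with the replicate block. For the JmjC genes 2 were called, and 4 with upper-quartile scaling, 9 with libraries of equal sum, 0 without trend and 0 with array weights (4 at an unadjusted p-value in the first fit), and 5 over all 6 libraries with the replicate block.

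The share of K27 genes called up-regulated was above that of all genes by little (exact hypergeometric p = 0.483) and fell below it with a pseudocount of 1 (p = 0.870), all genes (0.545), genes with a mean of at least 1 (0.599), upper-quartile scaling (0.727), libraries of equal sum (0.899), array weights (0.934), edgeR (0.770), DESeq2 (0.604) and all 6 libraries (0.633). Against matched lists the permutation p was 0.0468, where the background differs by construction. The direction of the whole list by camera reversed with fry, another test of limma (0.0551). For de novo_K27 genes the share called down-regulated was above that of all genes (exact hypergeometric p = 0.169) and fell below it with a pseudocount of 1 (0.540), quantile normalization (0.815), libraries of equal sum (0.637), array weights (1), edgeR (0.748) and DESeq2 (0.905). No setting took it past the threshold, and fry of the whole list did (0.00190). The 44 K27 genes called up-regulated over all 6 libraries became 138 with median-ratio, 126 with upper-quartile and 179 with quantile scaling. The up-regulated genes as a whole rose too, to 6696, 6048 and 7849 of 41518. The K27 shares (16.7%, 15.3% and 21.7% of 826 genes) were each above that of all genes, and no test of these shares is given. The number of K27 genes with expression kept within 1.5-fold under both other criteria.

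Among single genes, scaling to equal sums reversed the log2 fold change of Glyma.04G131800 (−0.26), Glyma.04G187000 (−1.34), Glyma.17G223600 (−0.10), Glyma.20G021200 (−0.14), Glyma.20G072600 (−0.82), Glyma.14G176700 (−1.41), Glyma.05G203800 (−1.11) and Glyma.16G207200 (−0.12), which follows from the lower median of all genes under this scaling (−1.55). Glyma.08G127000 reversed with a pseudocount of 0.01 (−1.08), as 0 reads in salt replicate 1 make its value depend on it, and Glyma.05G203800 reversed over all 6 libraries (−0.10), as the size factor of salt replicate 2 lowers all of its values, and was 0.40 over them with median-ratio scaling. With that scaling of the 6 libraries Glyma.04G131800 (1.27) and Glyma.10G029800 (1.53), whose calls were lost over all 6, were called, and Glyma.17G215200 (−4.26) was not. In the fits over the 4 libraries and the first fit over all 6, no other of the 46 tested genes reversed. Scaling the 6 libraries to equal sums also turned the sign of Glyma.10G029800 (−0.04). Leaving out control replicate 3 of the 6 turned that of Glyma.04G187000 (−0.007). The settings that changed most calls were equal sums (18 genes newly called and 3 lost, with the reversed ones counted), all 6 libraries (16 and 2), DESeq2 (13 and 2) and array weights (0 and 12), and median-ratio scaling changed 0 of 46. edgeR kept 40 of the 46 genes, of which 36 had the same call. Without salt replicate 3 the sign turned for 4 of the genes: Glyma.04G187000 (−1.52), Glyma.08G127000 (−5.14), Glyma.20G072600 (−0.26) and Glyma.14G176700 (−2.03). Leaving out another of the 4 libraries turned the sign of 0 genes. With 2 libraries per group the spread used to judge such a move is set by the same libraries, so no other count is given.

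The depth limits what can be said of genes at 3 reads or fewer. Glyma.07G110300, Glyma.12G104800 and Glyma.16G073000 are at this level in both groups of the 4 libraries, and for genes that are so in 1 group the fold changes are lower bounds. The planned tests of transcription factor families and functional groups were not run, because no table at hand pairs the identifiers with descriptions.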

Differences from the paper's values

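The paper reports 4646 up-regulated genes, and limma over the 4 libraries of the authors' mean called 2546. Of the alternatives set before the data were examined, DESeq2 on the recovered reads gave 4646 and unadjusted p-values gave 5382, both within 1.5-fold of the paper's count, and the others gave 951 to 2729 up-regulated genes and did not close the gap. The use of all 6 libraries, put second after the data were seen, gave 2304. Over these, unadjusted p-values (3783), upper-quartile scaling (6048), median-ratio scaling (6696) and leaving out salt replicate 2 (5541) came within 1.5-fold, and the other settings did not. The paper's 4152 down-regulated genes stand against 4528 by limma, 4152 by DESeq2 and 8479 at unadjusted p-values over the 4 libraries.

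For the histone methyltransferase genes of Table 4 at an unadjusted p-value, the paper has 2 up-regulated genes and limma gave 1, Glyma.01G202700, which the paper does not call. DESeq2, edgeR and all 6 libraries, alternatives added for this list after the values were seen, each gave 2, and over the 4 libraries none of the alternatives set before the data were examined closed the gap. In the larger comparison a pseudocount of 1 or 0.01, all genes, genes with a mean of at least 1, no trend and leaving out salt replicate 1 or 3 also gave 2, and upper-quartile scaling and edgeR gave 3.

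The paper reports 170 up-regulated genes among the K27 genes with decreased H3K27me3, and among all tested K27 genes limma called 51. The subset with decreased H3K27me3 is not listed, so the counts cover different sets of genes. None of the alternatives closed this gap over the 4 libraries. In the authors' deposited table, counted after the values were seen, 92 of the 887 listed genes are up-regulated at its adjusted p-value. At its unadjusted p-value 129 are, and 259 have a log2 fold change over 1 when no p-value is required. Of these counts only the last reached 170. Over all 6, where limma called 44, quantile normalization (179), median-ratio scaling (138), upper-quartile scaling (126) and leaving out salt replicate 2 (119), each set before the data were examined, came within 1.5-fold of the paper's count, as did edgeR (157) and DESeq2 (173), added for this list after the values were seen. Leaving out control replicate 1, 2 or 3 gave 11, 13 and 15, and leaving out salt replicate 1 or 3 gave 53 and 45.

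Among the de novo_K27 genes the paper reports 99 down-regulated (33.7%), and limma called 36 (12.9%). Scaling each library to the same sum, an alternative set before the data were examined, gave 110 genes (39.3%). None of the other alternatives closed the gap over the 4 libraries. Over all 6, where limma called 63, several settings set before came within 1.5-fold of the paper's count. These were a pseudocount of 1 (72), median-ratio scaling (79), upper-quartile scaling (80), the replicate block (82) and unadjusted p-values (93). Leaving out salt replicate 1 (97) or 3 (89), also set before, did so too, as did DESeq2 (73), added later. Leaving out control replicate 1, 2 or 3 moved the count away from the paper's, to 30, 29 and 35, and leaving out salt replicate 2 gave 60. By percentage no trend (23.1%) and, added later, edgeR (28.7%) also came within 1.5-fold. A setting chosen after the values were seen also reached the paper's count: in the authors' deposited table, 101 of 297 listed genes (34%) have a log2 fold change under −1 when no p-value is required.

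For 5 of the 6 pairs the replicate correlations of Supplementary Table 2 are lower than those computed here on log2(value + 0.1), and for salt replicates 1 and 3 the paper's 0.83 stands against 0.833. The paper's 0.85 for control replicates 1 and 2 stands against 0.963, its 0.89 for replicates 1 and 3 against 0.952, and its 0.86 for replicates 2 and 3 against 0.954. In the salt group the paper's 0.79 for replicates 1 and 2 stands against 0.903, and its 0.85 for replicates 2 and 3 against 0.936. Without a logarithm, as set before the data were examined, r for salt replicates 1 and 2 was 0.825, which closed that gap. Neither that setting nor a pseudocount of 1 closed the other gaps.

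The log2 fold change of Glyma.17G215200 is −5.58 in the paper's Table 4 and −5.50 by limma. A pseudocount of 0.01, set before the data were examined, gave −5.57, and DESeq2, added for single genes after the values were seen, gave −5.58. For Glyma.17G022500 the paper shows about −5.4 in Figure 3, read by eye, and limma gave −7.11. DESeq2, added later, gave −5.42 over the 4 libraries and −5.63 over all 6, and none of the alternatives set before the data were examined closed the gap. The salt group of this gene is at 0, so a fitted value depends on the pseudocount. For Glyma.07G110300 and Glyma.12G104800 both groups are at 3 reads or fewer, and no fold change was compared.

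The paper states that more genes are up- than down-regulated. By limma the down-regulated genes were in the majority (2546 up, 4528 down), and DESeq2 (4646 up, 4152 down) and array weights (1242 up, 632 down) gave more up-regulated genes. The paper names 11 K27 genes as significantly up-regulated. Limma called Glyma.08G070700 and Glyma.04G131800 of these. In the authors' deposited table, which DESeq2 matches, Glyma.08G070700, Glyma.08G127000, Glyma.17G006800, Glyma.15G252200 and Glyma.17G223600 have an adjusted p-value under 0.05. Over all 6 libraries limma called Glyma.08G070700, Glyma.12G104800, Glyma.17G006800 and Glyma.15G252200. With quantile normalization or without trend limma called Glyma.12G104800, with a pseudocount of 0.01 Glyma.17G006800, and with quantile normalization Glyma.20G021200, each set before the data were examined. With the 6 libraries, quantile normalization called Glyma.07G110300 and Glyma.20G021200, median-ratio scaling, upper-quartile scaling and leaving out salt replicate 2 called Glyma.17G223600, and leaving out salt replicate 1 called Glyma.08G127000, each set before, and edgeR and DESeq2, added later, called Glyma.17G223600, and DESeq2 also Glyma.08G127000. The paper names Glyma.04G187000 as up-regulated and plots Glyma.14G176700 as higher in salt in Figure 3, and limma gave log2 fold changes of 0.25 and 0.18, with salt replicate 1 lower and salt replicate 3 higher than the controls. For these genes edgeR (1.23 and 1.53) and DESeq2 (1.15 and 1.45), added later, came near the paper's 1.1 and 1.4, read by eye. EdgeR did not call either gene (adjusted p = 0.491 and 0.467). The paper's Tables 4 and 5 call 11 methyltransferase and 4 JmjC genes at an unadjusted p-value. Limma called 8 and 4 of these at that threshold, and Glyma.01G202700 besides.

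The paper names further genes, with or without a direction, that limma did not call over the 4 libraries. DESeq2 and limma over all 6 libraries, both added for single genes after the values were seen, called Glyma.03G226000, Glyma.03G171600, Glyma.02G228100, Glyma.14G213600, Glyma.11G204800, Glyma.13G186800, Glyma.12G196800 and Glyma.04G192000, DESeq2 also called Glyma.06G223300, and limma over all 6 libraries also called Glyma.09G041000, Glyma.06G097100, Glyma.06G151500, Glyma.15G224400 and Glyma.20G005400. Of the alternatives set before the data were examined, scaling to equal sums called Glyma.01G107500, Glyma.15G236400, Glyma.13G043800, Glyma.20G229900, Glyma.20G235300 and each gene of this paragraph that was lower in salt, a pseudocount of 1 called Glyma.03G171600, upper-quartile scaling Glyma.04G192000 and Glyma.20G235300, and quantile normalization Glyma.03G226000, Glyma.20G229900, Glyma.12G196800 and Glyma.20G235300. By edgeR, added later, Glyma.03G171600 was called. Over the 4 libraries no setting called Glyma.16G207200 at an adjusted p-value. Over all 6, median-ratio and upper-quartile scaling, set before, and edgeR and DESeq2, added later, called it and every other gene of this paragraph except Glyma.15G236400, which was called with equal sums. Each other setting over all 6 libraries called some of these genes.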

Other observations

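The tests of few abundant genes, of genes that gained reads, of depth, of random loss and of a response of different strength over all compared genes were set before their results were seen; the others in this part were chosen only after the results were seen.

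Salt replicate 2 lay between salt replicates 1 and 3 (second principal component 0.775, −0.112 and −0.622 for salt replicates 1, 2 and 3). Against their summed reads its median squared deviation was 1.05 times that of sampling, and 81.7% of genes lay within 10% of the value predicted. A separate plant with an intermediate response would deviate from the summed reads of the others at least as much as a control library does, where the values were 1.39, 1.82 and 1.83, so this explanation is argued against. A candidate explanation is that salt replicate 2 is a pool of the reads or RNA of salt replicates 1 and 3. For the 16 genes with 3 reads or fewer in salt replicate 2 and at least 100 in each of these, a pool counted in the same way is argued against. The lowest of these is that of control replicate 3, and as the control libraries differ little from each other it tells less of what that library is.

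Salt replicates 1 and 3 differed far more than the control libraries. The coefficient of variation between them was 74.3% (17223 genes), against 2.92% between control replicates 1 and 2 (26072 genes). Sampling of reads is argued against, since the squared deviation was 147 times that of sampling. One response of different strength in both plants was tested on the 9944 genes with at least 100 reads in each of the 4 libraries. Of these, 3326 changed over 2-fold the same way in both salt libraries and 100 opposite ways, 2.92% of those that changed in both, between the limits set before the test, so that it cannot be told apart for the genes as a whole. The limit of 100 reads leaves out genes that fall strongly, and over all tested genes, with those of few reads, 17044 changed the same way and 3500 opposite ways. As the whole cause for the 100 genes (31 higher in salt replicate 1 and 69 higher in salt replicate 3) it is argued against, since sampling and a spread as between the control libraries would give at most 0.334 such genes among the 9944. Differences between plants, harvest or library batches were not tested, since the labels name none.

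With libraries scaled to equal sums, more genes were called lower than higher in salt. A few abundant genes as the cause are argued against: with the 200 genes that hold the largest shares of reads left out of the sums, the median log2 fold change of all genes was −1.22, against −1.55 with none left out and −0.40 under the authors' size factors. With 1000 genes left out it was −0.96. Genes higher in salt by more than 2-fold (10456 genes) held 77.6% and 80.3% of the reads of salt replicates 1 and 3, and 33.5% and 33.3% in control replicates 1 and 2. That many genes gained reads cannot be told apart from the other readings, because the prediction was met in part only and the genes were picked by the same values.

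More genes were listed at 0 in the salt libraries (20.6% and 19.9%) than in the control libraries (7.05% and 6.62%). Lower depth as the cause is argued against: control replicates 1 and 2 thinned to the 17357153 reads of salt replicate 1 had at most 7.82% of genes at 0. Random loss of transcripts from libraries made of few molecules is argued against as the only cause, for genes with at least 100 reads in both control libraries. Of 21272 genes with at least 100 reads in both control libraries, 331 were at 0 in salt replicate 1 and 344 in salt replicate 3. Both were at 0 for 133, 24.9 times the 5.35 that independent losses give. Genes that fall in salt would also be at 0 in both, so a part for random loss is not excluded. Most of the 9141 and 8825 genes at 0 in salt replicates 1 and 3 had fewer control reads and lie outside this test. In the reverse direction 0 of 10256 genes with at least 100 reads in both salt libraries were at 0 in both control libraries. The salt treatment stays open as a biological hypothesis, and differences in RNA quality were not tested.

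For de novo_K27 genes, the authors' deposited table gives 101 of 297 genes (34%) with a log2 fold change under −1 when no p-value is required, and 22 (7.41%) with an adjusted p-value under 0.05. Counted by fold change alone, the share among all genes was 32.5%, and the one-sided hypergeometric p was 0.305. Set against the share of all genes called with an adjusted p-value (9.36%), the same 101 genes gave an exact p of 8.09e-32. These values are consistent with a count by fold change alone in the list and by fold change and p-value in all genes, as a hypothesis found and tested on the same table.

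The median log2 fold change of the K27 genes was higher than in each of the 10000 lists matched on mean expression (percentile 100). The authors' scaling as the cause cannot be told apart, since the smallest difference from all genes over the 5 scalings was 0.059, above 0 but under the limit of 0.1 taken for the test. Genes that move together may account for it: camera, which allows for correlation between genes, gave p = 0.286. The K27 genes were listed by the paper from its ChIP-seq data, which were not analysed here.

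Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, called as many genes (11481), and the other 9 called 0 each. Without adjustment of the p-values the real split gave 17116 genes and the other 9 gave 12 to 1180. A share under 0.1 cannot be had from 3 against 3 libraries, so a grouping by chance cannot be told apart by this count alone. On the first principal component (63.2% of the variance) the control libraries scored −0.410 to −0.402 and the salt libraries 0.362 to 0.464. The groups thus stood apart on it by far more than the libraries within each group.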
